# Identification of microRNAs involved in NOD-dependent induction of pro-inflammatory genes in pulmonary endothelial cells

**DOI:** 10.1371/journal.pone.0228764

**Published:** 2020-04-30

**Authors:** Ann-Kathrin Vlacil, Evelyn Vollmeister, Wilhelm Bertrams, Florian Schoesser, Raghav Oberoi, Jutta Schuett, Harald Schuett, Sonja Huehn, Katrin Bedenbender, Bernd T. Schmeck, Bernhard Schieffer, Karsten Grote

## Abstract

The nucleotide-binding oligomerization domain-containing proteins (NOD) 1 and 2 are mammalian cytosolic pattern recognition receptors sensing bacterial peptidoglycan fragments in order to initiate cytokine expression and pathogen host defense. Since endothelial cells are relevant cells for pathogen recognition at the blood/tissue interface, we here analyzed the role of NOD1- and NOD2-dependently expressed microRNAs (miRNAs, miR) for cytokine regulation in murine pulmonary endothelial cells. The induction of inflammatory cytokines in response to NOD1 and NOD2 was confirmed by increased expression of tumour necrosis factor (*Tnf*)-*α* and interleukin (*Il*)-*6*. MiRNA expression profiling revealed NOD1- and NOD2-dependently regulated miRNA candidates, of which miR-147-3p, miR-200a-3p, and miR-298-5p were subsequently validated in pulmonary endothelial cells isolated from *Nod1/2*-deficient mice. Analysis of the two down-regulated candidates miR-147-3p and miR-298-5p revealed predicted binding sites in the 3' untranslated region (UTR) of the murine *Tnf-α* and *Il-6* mRNA. Consequently, transfection of endothelial cells with miRNA mimics decreased *Tnf-α* and *Il-6* mRNA levels. Finally, a novel direct interaction of miR-298-5p with the 3' UTR of the *Il-6* mRNA was uncovered by luciferase reporter assays. We here identified a mechanism of miRNA-down-regulation by NOD stimulation thereby enabling the induction of inflammatory gene expression in endothelial cells.

## Introduction

The nucleotide-binding oligomerization domain-containing (NOD) proteins NOD1 (previously known as caspase recruitment domain family member 4, CARD4) and NOD2 (CARD15) are the central members of the intracellular NOD-like receptor family belonging to the superfamily of pattern-recognition receptors (PRRs) of the innate immune system. NOD1 and NOD2 have a similar structure consisting of three functionally different domains: 1) a C-terminal leucine-rich-repeat (LRR) domain for ligand binding, 2) a central nucleotide-binding oligomerization domain (NBD) and 3) a N-terminal caspase activation and recruitment domain (CARD) for signalling. As cytosolic sensors, they lack a transmembrane domain and are responsible for the recognition of conserved motifs in bacterial peptidoglycan (so-called muropeptides) of both Gram-positive and Gram-negative bacteria and the subsequent initiation of inflammatory and anti-microbial responses [1,2]. NOD1 and NOD2 are not only expressed in immune cells but also in tissue cells including vascular endothelial cells [3,4]. Endothelial cells line the inner lumen of blood and lymphatic vessels but also form an immense capillary network. Due to their exposed location, this cell type is of particular importance for pathogen recognition at the interface between blood and diverse tissues and organs in the body. During sepsis or other infectious scenarios, the endothelium is massively attacked by pathogenic bacteria and their components are actively involved in the subsequent immune response by expressing and releasing inflammatory cytokines, controlling coagulation as well as leucocyte attraction and trafficking [5]. In recent years, different routes of entry and processing of bacterial peptidoglycan into the cytoplasm of host cells to activate NOD-dependent signalling have been explored [1].

In this regard, NOD1 and NOD2 show many similarities. In both cases, ligand binding activates the CARD-domain-containing serine/threonine kinase receptor-interacting protein 2 (RIP2, also known as RICK) [6] and subsequently nuclear factor-kappa B (NF-κB) and mitogen-activated protein kinase (MAPK) [7,8]. This in turn is responsible for an adequate expression of inflammatory cytokines in order to orchestrate the cellular immune response [9]. Beside transcription factors and epigenetic mechanisms microRNAs (miRNAs, miR) represent an additional diverse and largely overlapping system in the regulation of gene expression. MiRNAs are non-coding RNA species of 20–24 nucleotides, which target specific mRNAs via binding to their 3' untranslated region (UTR) thereby controlling posttranscriptional protein expression [10].

Only few studies have addressed a link between miRNAs and NOD so far and are focused mostly on the regulation of NOD expression itself by certain miRNAs. For example, NOD1 is targeted by miR-146a in γδ T cells [11] and by miR-495 in cardiac fibroblasts [12], whereas NOD2 is e.g. targeted by miR-10a in inflamed mucosa tissue and dendritic cells [13] and by miR-320 in colon cancer cells [14] with effects on cytokine expression down-stream of NOD. However, so far only one recent study investigated a link between miRNAs and NOD1 in endothelial cells. In this study, Kang et al. reported that miR-125a directly targets NOD1 and thereby controls the NOD1-dependent induction of angiogenesis [15]. The induction of inflammatory genes such as interleukin (Il)-1β, Il-6, Il-8 and type I interferons in endothelial cells has already been established in response to NOD1 and NOD2 ligands [16–18], suggesting that the endothelial NOD-pathway plays a role in the anti-infection immune response. We here isolated primary murine pulmonary endothelial cells to identify miRNAs responsible for the regulation of inflammatory genes in response to NOD1 and NOD2 stimulation.

## Material and methods

### Reagents and antibodies

l-Ala-γ-D-Glu-meso-diaminopimelic acid (TriDAP), muramyl dipeptide (MDP) and polyinosinic-polycytidylic acid (polyI:C) were purchased from Invivogen (San Diego, CA, USA). Macrophage-activating lipopeptide of 2 kDa (MALP-2) was synthesized and purified as described before [19]. Lipopolysaccharide (LPS) and isolectin B4 were from Sigma-Aldrich (Seelze, Germany), 4',6-Diamidine-2'-phenylindole dihydrochloride (DAPI) from Life Technologies^™^ (Darmstadt, Germany), 4% formalin (Roti^®^-Histofix) from Carl Roth (Karlsruhe, Germany). Rat anti-mouse CD31 and CD144 antibodies were obtained from BD Biosciences (San Jose, CA), Dynabeads sheep anti-rat IgG was purchased from Invitrogen (Carlsbad, CA, USA). VectaMount permanent mounting medium was used from Vector Laboratories (Burlingame, CA, USA).

### Cells

Primary endothelial cells were isolated from lungs and hearts of male C57BL/6N wild type mice or *Nod1*^−/−^, *Nod2*^−/−^ double knockout (*Nod1/Nod2*-KO) mice on a C57BL/6N background (#50/2015). All experiments were approved by the governmental animal ethics committee and are conform to the guidelines from directive 2010/63/EU of the European Parliament. For every isolation, three mice at the age of six to ten weeks were sacrificed by cervical dislocation. The skin was soaked in 70% ethanol and lobes of the lung were removed under a sterile laminar flow hood and placed in 15 mL cold DMEM (Dulbecco´s Modified Eagle Medium)/F-12, (Life Technologies^™^), 20% fetal calf serum (FCS, PAN-Biotech, Aidenbach, Germany), 1% penicillin/streptomycin (100 U/mL and 100 mg/mL, Sigma-Aldrich) on ice. After dissection, lung lobes were collected in a 6 cm dish and subsequently minced with scissors for 5 minutes. Afterwards, minced lung tissue was transferred to 25 mL pre-warmed collagenase (2 mg/mL, Worthington Biochemical Corporation, Lakewood, NJ, USA) in Hanks’ balanced salt solution (Sigma-Aldrich) and incubated for 45 minutes at 37°C with gentle agitation (100 rpm). Using a 12G cannula, the suspension was triturated 12 times and afterwards pipetted through a 70 μm disposable cell strainer (Greiner Bio-One, Germany). Further digestion was stopped by adding DMEM/F-12, 20% FCS, 1% P/S and cells were centrifuged for 10 minutes at 4°C and 300 g. The pellet was resuspended in 2 mL phosphate-buffered saline (PBS), 0.1% bovine serum albumin (BSA, Sigma-Aldrich).

Purified rat anti-mouse CD144 antibody was previously incubated overnight with dynabeads sheep anti-rat IgG in PBS, 0.1% BSA. For each isolation, 30 μL beads (4x10^8^ beads/mL) and 6 μL antibody (0.5 mg/mL) were used. Cells were incubated with CD144 bound to magnetic beads for 15 minutes at RT on a rotator at 10 rpm. Afterwards, cells were washed in a magnetic separator (Merck Millipore, Burlington, MA, USA) with DMEM/F-12, 20% FCS, 1% P/S until the supernatant was clear. Cells were resuspended and incubated in DMEM/F-12, 20% FCS, endothelial cell growth supplement/heparin (12 μg/mL, ECGS/H, Promocell, Heidelberg, Germany), 1% P/S in fibronectin (1 μg/mL, Promocell) coated T75 flasks (Sarstedt, Nümbrecht, Germany) at 37°C and 5% CO_2_ until cells reached confluence. The day after isolation, cells were washed three times with warm DMEM/F-12, 20% FCS, 1% P/S to remove loosely adherent cells. After reaching confluence, cells were detached by trypsin-ethylene diamine tetraacetic acid (trypsin-EDTA, 0.05%, Life Technologies^™^), washed, pelleted and incubated again in 2 mL PBS, 0.1% BSA with magnetic bead-bound purified rat anti-mouse CD31 antibody for 15 minutes at RT on a rotator at 10 rpm. After three times washing with DMEM F-12, 20% FCS, 1% P/S on a magnetic separator cells were cultured in fibronectin-coated 6-well plates (Eppendorf, Hamburg, Germany) in DMEM/F-12, 20% FCS, ECGS-H (12 μg/mL), 1% P/S and used for further experiments when reaching confluence. Medium was changed every second day.

The use of human umbilical cords from healthy volunteers was approved by the local ethic committee (AZ 20/16, Philipps University Marburg). Human umbilical vein endothelial cells were isolated and cultivated as described previously [20] with following modifications. Umbilical cords were flushed with Hank´s balanced salt solution with magnesium and calcium (HyClone^™^, GE Healthcare, Solingen, Germany) and PBS with magnesium chloride and calcium chloride (Merck KGaA, Darmstadt, Germany). Endothelial cells were isolated by administration of 0.1% collagenase D solution from *Clostridium histolyticum* (Merck KGaA) into the vein for 20 minutes at 37°C and subsequently cultured in endothelial cell growth medium purchased from PromoCell supplemented with 1% penicillin/streptomycin and used up to passage 4 for all indicated experiments.

Human embryonic kidney (HEK)-293T cells, used for luciferase reporter assay, were purchased from ATCC (CRL-3216, LGC Standards GmbH, Wesel, Germany) and cultured in DMEM (Sigma-Aldrich) with 10% fetal bovine serum (Superior, Biochrom GmbH, Berlin, Germany).

### Stimulation of endothelial cells with NOD agonists

After reaching confluence, primary endothelial cells were starved for 2 hours in DMEM/F-12, 2% FCS, 1% penicillin/streptomycin and human umbilical vein endothelial cells for 2 hours in endothelial cell basal medium with 1% penicillin/streptomycin and stimulated with the NOD1 agonists Tri-DAP (10 μg/mL) and the NOD2 agonist MDP (10 μg/mL) for 6 and 24 hours. Subsequently, supernatants were collected and cells were lysed for RNA isolation in RNA-Solv^®^ Reagent (Omega Bio-tek, Norcross, GA, USA).

### Transfection of endothelial cells and HEK-293T cells

Pulmonary endothelial cells were transfected with microRNAs mimics or anti-miRNA (miRIDIAN microRNA hairpin inhibitor) using Lipofectamine^®^ RNAiMAX Reagent (Invitrogen) according to the manufacturer’s instructions. Briefly, mimics for murine miR-147-3p or miR-298-5p or anti-miR-298-5p and Lipofectamine^®^ RNAiMAX Reagent were resuspended with Opti-MEM^®^ Medium (Gibco, Waltham, MA, USA) and incubated for 5 minutes. MicroRNA/lipid complexes were added to the cells and incubated for 24 hours and final miRNA concentration used per well was 25 pmol. Transfection with microRNA mimic negative control served as control. MicroRNA mimics and anti-miRNAs were obtained from Dharmacon^™^ (Lafayette, CO, USA).

For Luciferase reporter assay, 1.3x10^5^ HEK-293T cells per cm^2^ were reverse transfected with Lipofectamine^®^ 2000 (Thermo Fisher Scientific) following manufacturer`s instructions using 200 ng psiCHECK^™^ 2 (Promega) as empty vector control or psiCHECK2 containing *Tnf-α* 3' UTR or *Il6* 3' UTR and 30 pmol miRNA scramble negative control, miRNA-147-3p or miR-298-5p mimics (Dharmacon) and incubated for 72 hours in DMEM/OptiMEM medium (Sigma-Aldrich/Thermo Fisher Scientific) prior lysis.

### Real-time PCR

For the analysis of mRNA expression, total RNA from endothelial cells was isolated using RNA-Solv^®^ Reagent following the manufacturer’s instructions and reverse-transcribed with SuperScript reverse transcriptase, oligo(dT) primers (Thermo Fisher Scientific, Waltham, MA), and deoxynucleoside triphosphates (Promega, Mannheim, Germany). Real-time PCR was performed in duplicate in a total volume of 20 μL using Power SYBR green PCR master mixture (Thermo Fisher Scientific) or real-time PCR probes and TaqMan Fast Advanced MasterMix (Thermo Fisher Scientific) on a Step One Plus real-time PCR system (Applied Biosystems, Foster City, CA) in 96-well PCR plates (Applied Biosystems). SYBR Green or FAM/BHQ-1 fluorescence emissions were monitored after each cycle. For normalization, expression of GAPDH was determined in duplicates. Relative gene expression was calculated by using the 2^–ΔΔCt^ method. Real-time PCR primers and probes were obtained from Microsynth AG (Balgach, Switzerland) and are available upon request. Modification of real-time PCR probes: 5´ = FAM, 3´ = BHQ-1.

For the analysis of miRNA expression, total RNA was isolated using RNA-Solv^®^ Reagent and reverse-transcribed with TaqMan MicroRNA Reverse Transcription Kit and TaqMan MicroRNA Assays for each miRNA (Applied Biosystems). Real-time PCR was performed in a total volume of 20 μL on a Step One Plus real-time PCR system (Applied Biosystems) in 96-well PCR plates (Applied Biosystems). FAM/MGB-NFQ fluorescence emissions were monitored after each cycle. For normalization, expression of U6 and sno202 was determined. Relative gene expression was calculated by using the 2^–ΔΔCt^ method. MicroRNA PCR primers and probes were obtained from Thermo Fisher Scientific and are available upon request. Modification of real-time PCR probes: 5´ = FAM, 3´ = MGB-NFQ.

### Enzyme-linked immunosorbent assay (ELISA)

Supernatant of confluent pulmonary endothelial cells were analyzed for TNF-α and IL-6 by using a mouse-specific ELISA from R&D Systems (Minneapolis, MN, USA) according to manufacturer’s protocol with the help of an Infinite M200 PRO plate reader (TECAN Instruments, Maennedorf, Switzerland).

### TaqMan low-density array (TLDA)

Concentration and quality of total RNA isolations using a phenol-chloroform extraction with Isol-RNA lysis reagent (5´Prime, Hamburg, Germany) from endothelial cells were verified by a NanoDrop^™^ 1000 (Peqlab VWR, Radnor, PA) and an Agilent 2100 bioanalyzer (Agilent, Santa Clara, CA, USA) using the Agilent RNA 6000 Nano kit. In each case, 4 isolations of control, 6 hours TriDAP and 6 hours MDP with a 260nm/280nm ratio of at least 1.80 and RNA integrity numbers (RIN) of at least 9.0 were selected for subsequent TLDA analysis (Applied Biosystems).

For cDNA synthesis, 350 ng of total RNA were subjected to reverse transcription using Taqman MicroRNA Reverse Transcription Kit and the Megaplex RT Primers for rodent Pool A following manufacturer´s instructions. RT was performed on a peqSTAR 2xGradient (PeqLab Biotechnologie GmbH, Erlangen, Germany) with following cycling conditions: 40 cycles of 16°C for 2 min, 42°C for 1 min and 50°C for 1 sec, followed by 85°C for 5 min and cooling to 4°C. RT-PCR reaction was mixed according to manufacturer`s protocol using TaqMan Fast Advanced Mastermix. Taqman Low Density Array (TLDA; Set A, v. 2.0, rodent, 384-well format, Life Technologies) was handled according to manufacturer`s instructions with a centrifugation step 300xg for 2x1 min on a Heraeus^™^ Multifuge^™^ X3R (Thermo Fisher Scientific). TLDAs were executed on a ViiA 7 real-time PCR system (Applied Biosystems) with following cycling conditions: 50°C for 2 min, 92°C for 10 min, followed by 40 cycles of 97°C for 1 sec and 62°C for 20 sec. The cycle threshold was automatically set up by SDS 2.3 software (Thermo Fisher Scientific). For quantification of relative expression levels comparative ΔΔC_t_ method was used and fold changes were calculated by expression 2^-ΔΔCt^. Total array data are available at the National Center for Biotechnology Information’s (NCBI) Gene Expression Omnibus (GEO, GSE145798).

### miRNA target site analysis

Predicted binding sites in the 3' UTR of the *Tnf-α* and *Il-6* mRNA sequence for miR-147-3p and miR-298-5p were identified with the freely accessible TargetScan and MirTarBase platform or by searching seed sequences in 3' UTR (https://www.ensembl.org; http://www.targetscan.org/vert_72/; http://mirtarbase.mbc.nctu.edu.tw/php/index.php).

### Plasmid generation

The sequences of full length 3' UTRs of murine wildtype *Tnf-α* (765 bp) and *Il-6* (429 bp) mRNAs were obtained from Ensembl (Release 92 April 2018). Mutations of putative miRNA binding sites were introduced as deletions of corresponding seed sequences. 5'-GTTT and XhoI (5'-CTCGAG) as well as NotI (GCGGCCGC-3') restriction sites and TTTG-3' overhang were added and purchased as a gBlocks gene fragment from Integrated DNA Technologies (Skokie, Il). Insertion into the psiCHECK^™^-2 vector was done via XhoI and NotI restriction sites and T4 DNA ligase. After transformation into One Shot^™^ TOP10 chemically competent *E*. *coli* (Thermo Fisher Scientific) correctness of the integration was verified via sequencing (sequencing service, Ludwig-Maximilians-University, Munich, Germany).

### Luciferase reporter assay

For detection of luciferase activity, Dual-Glo^®^ Luciferase Assay System Kit (Promega) was used according to the manufacturer`s instructions. Briefly, HEK-293T cells were transfected with the respective vector construct and miRNA and were lysed after 72 h. Substrates for Renilla and Firefly luciferase were added and luminescence was measured using a Tecan Infinite M200 Pro plate reader (TECAN Instruments).

### Statistical analysis

All data are represented as means + SEM. Data were compared using the 2-tailed Student t-test for independent samples or by 1-way ANOVA followed by Tukey multiple comparison test (GraphPad Prism, version 6.05; GraphPad Software, La Jolla, CA, USA). A value of P<0.05 was considered statistically significant. Numbers of independent experiments are indicated in each figure legend. Real-time PCR and ELISA was performed in technical duplicates.

Differential microRNA expression analysis from the TLDA dataset was performed with R (version 3.2.2) with the package limma (version 3.24.15) and the package HTqPCR (version 3.2) [21]. Expression was normalized to the expression of U6.

## Results

### *Nod1* and *Nod2* expression in murine pulmonary endothelial cells

Endothelial cells are highly relevant for anti-infection immune response since they are directly located at the interface of blood and the subjacent tissue. To identify NOD-dependently differentially expressed endothelial miRNAs, we initially isolated endothelial cells from lung tissue of wild type mice by CD144/CD31-based magnetic bead separation. Isolated cells were grown to confluent monolayers and were highly positive for the endothelial marker isolectin B4 in immunofluorescence (S1A Fig) and CD31 in flow cytometry (S1B Fig). Furthermore, they show substantial expression of *Nod1* and *Nod2* mRNA (S1C Fig) confirming these isolated pulmonary endothelial cells as a suitable target for NOD ligands and NOD-dependent signaling.

### Induction of pro-inflammatory genes in response to NOD1 and NOD2 stimulation in different endothelial cells

Next, we stimulated pulmonary endothelial cells with the NOD1-specific agonist Tri-DAP and the NOD2-specific agonist MDP (each 10 μg/mL) and exemplarily investigated gene expression of the major inflammatory NF-κB-dependent genes *Tnf-α* and *Il-6*. Real-time PCR analysis revealed induced mRNA expression of the NF-κB-dependent genes *Tnf-α* and *Il-6* after 6 hours, which returned to baseline levels after 24 hours (Fig 1A) confirming that NOD-signaling induced a pro-inflammatory gene expression in pulmonary endothelial cells. In addition, we analyzed cell culture supernatants after NOD stimulation for secreted proteins by ELISA. In accordance with the PCR analysis, we detected increased TNF-α and IL-6 protein levels after NOD stimulation (Fig 1B). To investigate whether NOD-dependent induction of pro-inflammatory expression is a general mechanism in endothelial cells, we additionally tested endothelial cells of other origin and species. We detected increased *Tnf-α* and *Il-6* mRNA levels after 6 hours of NOD stimulation in murine cardiac endothelial cells (Fig 1C). NOD stimulation increased *TNF-α* but not *IL-6* mRNA levels in human umbilical vein endothelial cells (Fig 1D). Both endothelial cell types showed *Nod1* and *Nod2* mRNA expression (S1D and S1E Fig).

**Fig 1:**
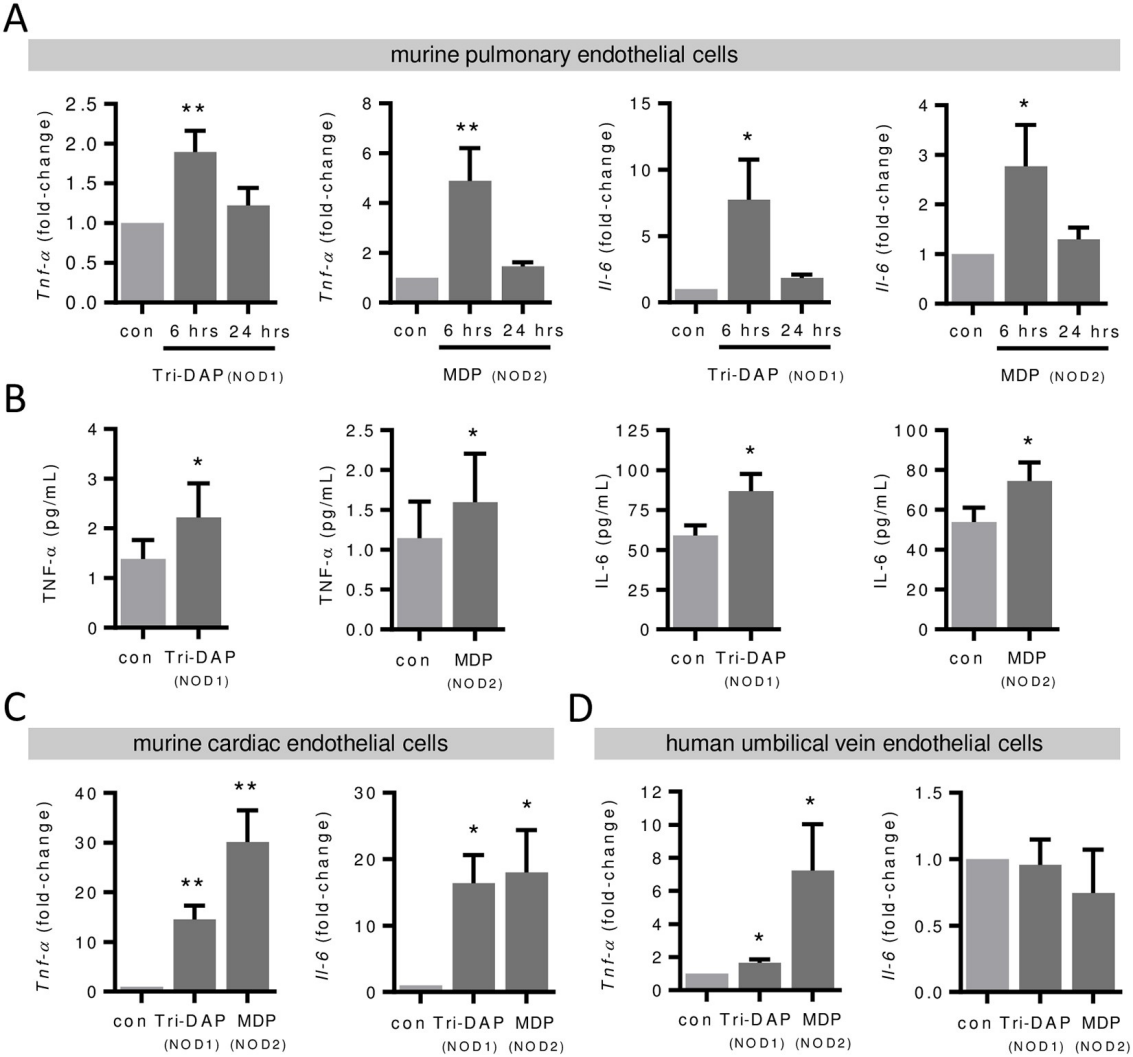
Induction of pro-inflammatory genes in response to NOD1 and NOD2 stimulation in different endothelial cells. Murine pulmonary endothelial cells were stimulated with Tri-DAP or MDP (each 10 μg/mL) and (**A**) *Tnf-α* and *Il-6* mRNA levels were analyzed after 6 and 24 hours by real-time PCR and (**B**) TNF-α and IL-6 protein levels in the supernatant after 24 hours by ELISA. *P<0.05, **P<0.01 vs. unstimulated control (con), n = 5–8. *Tnf-α* and *Il-6* mRNA levels following Tri-DAP or MDP (each 10 μg/mL) stimulation in (**C**) murine cardiac endothelial cells and *Tnf-α* and *Il-6* mRNA levels in (**D**) human umbilical vein endothelial cells were analyzed after 6 hours by real-time PCR. *P<0.05, **P<0.01 vs. unstimulated control (con), n = 4.

### NOD1- and NOD2-dependently regulated miRNAs in murine pulmonary endothelial cells

The main purpose of this study was to identify miRNA candidates, which are involved in the regulation of this pro-inflammatory gene expression. To investigate which miRNAs were regulated in pulmonary endothelial cells in response to NOD1 and NOD2 stimulation, we used four independent cell isolations with *a priori* confirmed induction of pro-inflammatory genes (Fig 1) and strict criteria for RNA quality control. 

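RNA of pulmonary endothelial cells was measured on 12 TLDAs, 4 from unstimulated control cells, 4 after 6 hours of Tri-DAP, the NOD1 ligand, and 4 after 6 hours of MDP, the NOD2 ligand, each ligand at 10 μg/mL. A TLDA is a card of 384 wells, each with a TaqMan assay for one small RNA, and reports for each well the PCR cycle at which the fluorescence crosses a threshold (Ct). A lower Ct stands for more RNA, and 1 cycle corresponds to a factor of 2. The arrays carry 375 miRNA assays and 9 control assays, among them 4 wells of the small nuclear RNA U6. A Ct of 40, the last cycle, stands for a well in which no threshold was reached. The authors deposited the Ct, the Ct minus the mean Ct of the 4 U6 wells of the same array, and fold changes between group means, in which the wells at 40 were kept. Between 231 and 254 miRNAs were measured per array, with a median of 242.5 on the control arrays, 243 after Tri-DAP and 245 after MDP. 55 miRNA assays reached no threshold on any array. The plant miRNA ath-miR159a, a negative control, was undetermined on all 12 arrays. Here the deposited U6-normalized values were taken with the sign turned, so that they are log2 expression relative to U6, and wells at Ct 40 were left missing. A miRNA was tested where at least 2 values were measured in each of the 2 groups compared. All 12 arrays entered one limma fit without pairing, and a miRNA was called at an unadjusted p under 0.05, with the Benjamini-Hochberg adjusted p beside it. The numbers depend on the treatment of the undetermined wells, on the reference and on single arrays, and 4 arrays per group limit the precision. The mean Ct of U6 was 19.6 ± 0.36 (SD, n = 4) on the control arrays, 19.5 ± 1.51 (SD, n = 4) after Tri-DAP and 19.7 ± 0.67 (SD, n = 4) after MDP. Neither stimulation moved U6 beyond the spread between arrays (two-sided exact permutation test, p = 0.94 for Tri-DAP and p = 0.97 for MDP, Benjamini-Hochberg adjusted p = 1 over the 10 comparisons of 5 reference RNAs). Within an array, the SD of the 4 U6 wells ran from 0.11 to 2.05 cycles. Tri-DAP array 8 had the latest U6 mean, at 21.6, and Tri-DAP array 14 the earliest, at 18.3.

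**Figure D1:**
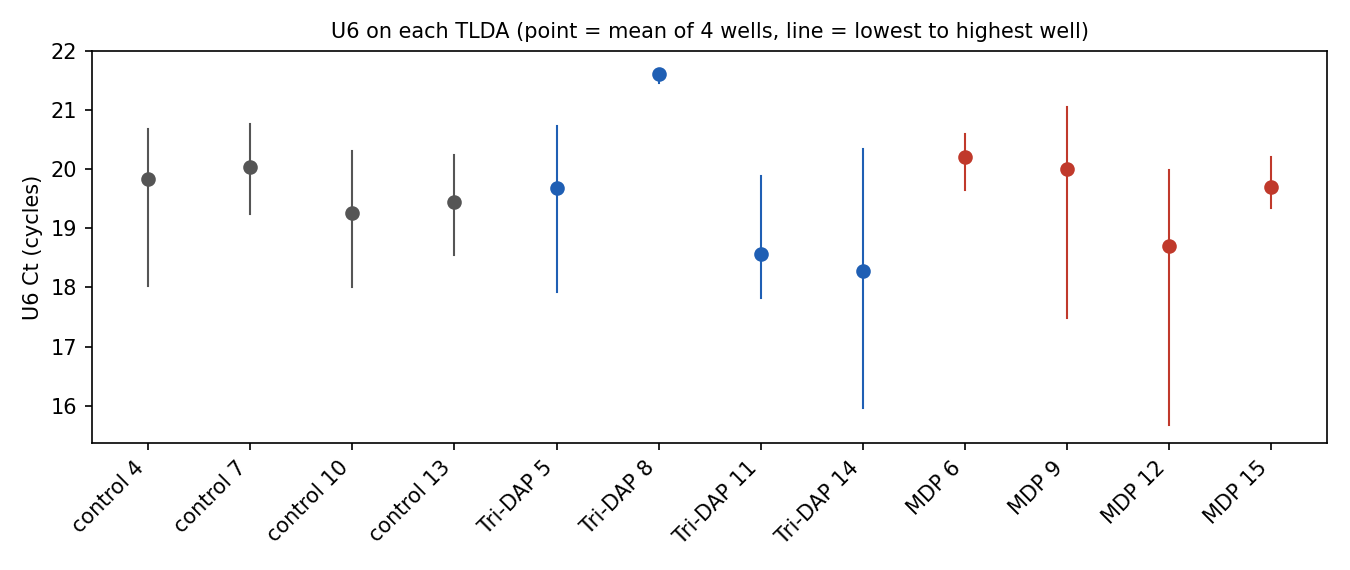
Ct of U6 in cycles (vertical axis) on each of the 12 arrays, named by group and label number (horizontal axis); points are the mean of the 4 wells and lines run from the lowest to the highest well. The means lie between 18.3 and 21.6 cycles, both on Tri-DAP arrays.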

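After Tri-DAP, 8 of the 237 miRNAs tested had a mean more than 2-fold above the control, which is 3.38% (95% Wilson interval 1.72 to 6.52), and 39 lay more than 2-fold below it, which is 16.5% (12.3 to 21.7). The other 190, or 80.2% (74.6 to 84.8), changed by less than 2-fold. After MDP, 25 of 244 miRNAs were more than 2-fold above the control, which is 10.2% (7.04 to 14.7), and 15 were more than 2-fold below it, which is 6.15% (3.76 to 9.89). The other 204, or 83.6% (78.5 to 87.7), stayed within 2-fold. The intervals treat miRNAs as independent and leave out the spread between arrays. These shares rest on means and not on a test. No lower limit on Ct was set, so that very early wells count as measured, such as miR-615-5p at 9.64 on 1 Tri-DAP array. After Tri-DAP, miR-680 (log2 fold change 4.64, SD 10.5 between Tri-DAP arrays) and miR-190b (1.20, SD 6.42) count as above. MiR-337-5p (-6.32, SD 7.41 between control arrays) counts as below. These were measured on all arrays and also enter the mean of such miRNAs. With the spread between the arrays taken into account, 4 miRNAs passed an unadjusted p under 0.05 in the limma fit after Tri-DAP and 3 after MDP. In the authors' deposited table of fold changes, which keeps the undetermined wells at 40, 71.2% of all 375 miRNA assays lay within 2-fold after Tri-DAP and 74.7% after MDP. Of the assays in the authors' deposited table, 12.0% were above 2-fold and 16.8% below it after Tri-DAP, and 15.7% and 9.60% after MDP. This count over all assays was chosen after seeing the data.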

TaqMan low-density array (TLDA, comprising ~380 unique frequently expressed murine miRNAs, mmu-miRNAs) revealed ~75% not regulated and 10–16% either up- or down-regulated miRNAs after 6 hours of NOD1 and NOD2 stimulation. Total array data are available in the GEO public database (GSE145798) at NCBI. 

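Ranked by unadjusted p in the limma fit, miR-147-3p came first among the 237 miRNAs tested after Tri-DAP, followed by miR-23a-3p, miR-343 and miR-124-3p, with log2 fold changes of -2.80, -2.79, -2.12 and -3.00. After MDP the ranking of 244 miRNAs began with miR-455, miR-741 and miR-590-5p, none of which is among the miRNAs of Fig 2A, and which are named here after their values were seen. After Benjamini-Hochberg adjustment the smallest p from limma was 0.998 after Tri-DAP and 1.00 after MDP. The 15 miRNAs listed for Tri-DAP in Fig 2A correspond to 17 assays, since miR-532-5p and miR-450a-5p each have a mouse and a rat assay on the array. Of these, 16 had a mean below the control, with log2 fold changes between -3.00 and 0.12, and 3 were called. With undetermined wells left out, all 15 miRNAs listed for MDP had a mean on the side of the control that the heatmap shows. Their log2 fold changes lay between -1.81 and 1.76, and 0 passed the unadjusted threshold of 0.05 in the limma fit. MiR-467d, at 1.19 after MDP, lies on the other side in the authors' deposited table, at 0.631-fold with undetermined wells at 40. MiR-582-5p, also in Fig 2A, was -0.30 after Tri-DAP and -0.16 after MDP. The same deposited table has it on the other side, at 2.95-fold and 3.24-fold. Other treatments fixed before the data were examined called single miRNAs of the MDP list. These were miR-23a-3p with undetermined wells at Ct 40, miR-467d with no normalization, miR-200a-3p without control array 13 and miR-337-3p without MDP array 15. Among settings chosen after seeing the data, leaving out both control array 10 and Tri-DAP array 8 called miR-687. A fit with arrays of consecutive label numbers as sets, which neither the labels nor the paper state, called miR-337-3p and miR-467d. Of those listed for Tri-DAP, miR-183-5p, miR-423-5p, miR-667-3p and the rat assay of miR-532-5p were also called under some treatments. So were miR-298-5p (-2.38) and miR-495 (-1.51), only with control array 10 and Tri-DAP array 8 both left out. That setting was chosen after seeing the values and Fig 2A. With all 12 arrays, the 2 assays of miR-532-5p differed after Tri-DAP. The rat assay gave -2.21 (standard error 1.04) and the mouse assay -0.18 (standard error 0.64). In the limma fit of all 12 arrays, adjusted over the list alone, 0 were called in either list. The lists were chosen by the study on these arrays, so that this count is not independent evidence. Among miRNAs measured on all 4 arrays of both groups, 181 in each comparison, 0 separated Tri-DAP or MDP from the control without overlap, where chance gives 2.86%. Among those measured on at least 3 arrays of both groups, 4 of 215 did so after Tri-DAP, which were miR-147-3p, miR-448, miR-489 and miR-142-3p, and 1 of 222 after MDP, miR-449b.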

The top 15 differentially expressed microRNAs as ranked by p-value for each condition are presented in a heatmap (Fig 2A) and significantly regulated miRNAs are additionally depicted in a Venn diagram (Fig 2B). 

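The limma fit called 4 miRNAs after Tri-DAP, all lower than in the control, and 3 after MDP, of which 2 were higher and 1 was lower. No miRNA passed an adjusted p under 0.05 in either comparison (0 by limma and 0 by the methods' t-test, which called 4 and 1 at the unadjusted threshold, of which 2 and 0 were among the limma calls). The methods' t-test kept miR-147-3p and miR-343 and not miR-23a-3p or miR-124-3p. At that threshold, chance gives about 11.9 and 12.2 of the miRNAs tested. The number after Tri-DAP depended on single arrays and on the measurements required: it was 12 without Tri-DAP array 8, 7 without control array 7, and 1 without Tri-DAP array 5 or with measurement required on all 12 arrays. The call of miR-23a-3p was lost without control array 10, Tri-DAP array 5 or Tri-DAP array 14 (log2 fold changes of -1.87, -2.48 and -2.42), and that of miR-124-3p without control array 10, Tri-DAP array 5 or Tri-DAP array 11 (-2.24, -2.28 and -2.08). With undetermined wells at 40 miR-23a-3p lost its call at an unchanged -2.79. Its undetermined wells are on MDP arrays and widened the shared spread (standard error 2.67 against 1.04). MiR-124-3p lost its call with the other references and with no normalization (from -2.94 to -2.76). After MDP, 1 was called without control array 4 or MDP array 15, 5 without control array 13 and 6 without Tri-DAP array 8. With arrays of consecutive label numbers taken as sets, 8 were called after Tri-DAP and 6 after MDP. Neither the labels nor the paper state such sets, and this fit was chosen after seeing the data. Of the 7 miRNAs of the NOD1 circle of Fig 2B, all had a mean below the control, and miR-147-3p and miR-343 were called. MiR-343, read by a rat assay, was measured on 2 of 4 Tri-DAP arrays and on all control arrays, with a log2 fold change of -2.12 (standard error 0.79, adjusted p = 0.998 from limma; two-sided exact permutation test, p = 0.067, the smallest p that 2 arrays against 4 allow). It lost its call without control array 4, where the log2 fold change was -1.86, as well as with no normalization (-1.46) and with eBayes trend and robust (-2.12). MiR-423-5p fell by 1.34 on the log2 scale (standard error 0.73; two-sided exact permutation test, p = 0.14), and miR-193a-3p fell by 1.40 (standard error 0.91; p = 0.31 in the same exact test). MiR-193a-3p was -2.10 without Tri-DAP array 5 and -0.34 without Tri-DAP array 14, and was called in neither case. MiR-423-5p was called with the mean of the miRNAs measured on all arrays as the reference (-1.11), with U6 and snoRNA202 (-1.29), with no normalization (-1.23) and without Tri-DAP array 8 (-2.01), and was -1.06 without Tri-DAP array 14. MiR-667-3p was called without Tri-DAP array 8 (-1.48), and was -0.35 without Tri-DAP array 14. The changes of miR-495, miR-667-3p and miR-298-5p were -0.85, -0.82 and -0.76, each smaller than 1.5 times its standard error. In the case of miR-298-5p, which was measured on all arrays, the log2 expression relative to U6 was -11.5 ± 2.10 (SD, n = 4) in control cells and -12.2 ± 1.39 (SD, n = 4) after Tri-DAP, a difference within the spread (two-sided exact permutation test, p = 0.57). Without control array 10 the log2 fold change was -1.78, and without Tri-DAP array 14 it was -0.22. Of the miRNAs of the NOD2 circle, miR-200a-3p had a mean log2 fold change of 1.76 (standard error 1.02, adjusted p = 1.00 from limma) and was not called. Its log2 expression was -10.2 ± 0.66 (SD, n = 4) after MDP and -11.9 ± 2.54 (SD, n = 3) in control cells, where the wells ranged from Ct 28.9 to 34.6 and control array 4 was undetermined (two-sided exact permutation test, p = 0.23). Without control array 13 the log2 fold change of miR-200a-3p was 2.97 and past the unadjusted threshold in the limma fit, and without control array 7 it was 0.44. The authors' deposited table, with the undetermined well at 40, gives miR-200a-3p as 14.1-fold higher after MDP. MiR-203-3p had a log2 fold change of -0.91 (two-sided exact permutation test, p = 0.23) and miR-23a-3p, measured on 2 of 4 MDP arrays, of -0.70 (p = 0.8 in the same exact test). MiR-203-3p was -1.41 without control array 7 and -0.52 without MDP array 15, and was called in neither case. MiR-23a-3p changed sign, to 0.22, without control array 10. With its 2 undetermined MDP wells at Ct 40, its log2 fold change was -6.49 and past the unadjusted threshold in the limma fit, and the authors' deposited table, in which these wells enter the mean, gives 0.0112-fold.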

All seven identified miRNAs after NOD1 stimulation were found to be consistently down-regulated whereas from the four identified miRNAs after NOD2 stimulation three were down-regulated and one up-regulated. One candidate, miR-147-3p was down-regulated after NOD1 as well as after NOD2 stimulation (Fig 2B).

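MiR-147-3p was measured on 3 of 4 control arrays, 3 of 4 Tri-DAP arrays and 2 of 4 MDP arrays, and was undetermined on the others. Its log2 expression relative to U6 was -12.5 ± 0.90 (SD, n = 3) in control cells, -15.3 ± 1.27 (SD, n = 3) after Tri-DAP and -14.3 ± 1.28 (SD, n = 2) after MDP. After Tri-DAP the log2 fold change was -2.80 (standard error 0.92, adjusted p = 0.998 from limma), past the unadjusted threshold. The measured Tri-DAP wells all lay below the measured control wells (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The call was lost without control array 13 or Tri-DAP array 11, with log2 fold changes of -2.39 and -2.36. It was also lost with the undetermined wells set to Ct 40, which brought the log2 fold change to -1.51. After MDP the log2 fold change was -1.81 (standard error 1.03, adjusted p = 1.00 from limma), not called, below the control in mean and not separated from it (two-sided exact permutation test, p = 0.3). The authors' deposited table, in which wells at 40 enter the means, gives 0.351-fold after Tri-DAP and 0.163-fold after MDP. The difference between both stimulations was 0.99 (MDP minus Tri-DAP, log2). The number of miRNAs called in the same direction in both comparisons was 0. Both comparisons use the same 4 control arrays. In 100 simulations of unchanged groups sharing one control group, the mean number of shared calls was 2.57, and 60 of them held at least 1. Across the 235 miRNAs tested in both comparisons, which are not independent replicates, the log2 fold changes correlated with Pearson's r = 0.34 and Spearman's rho = 0.46. The simulated groups gave a median r of 0.51 and a median rho of 0.48, and 73 of the 100 reached the observed r.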

**Fig 2:**
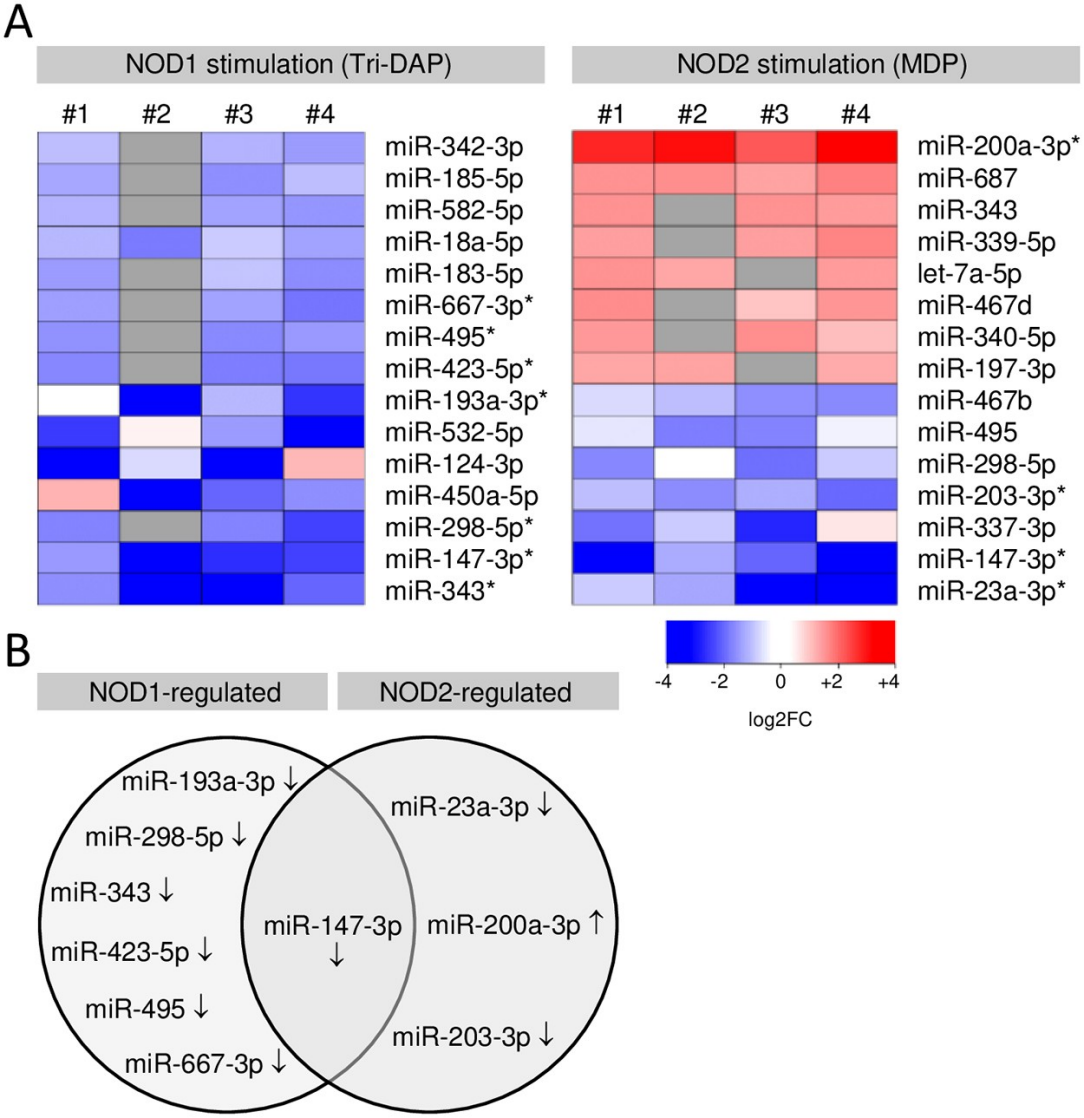
NOD1- and NOD2-dependently regulated miRNAs in murine pulmonary endothelial cells. (**A**) Heatmap showing differentially regulated miRNAs 6 hours following Tri-DAP or MDP stimulation (each 10 μg/mL) from four independent experiments as determined by TaqMan low-density array (TLDA). *P<0.05, grey boxes = below threshold. (**B**) Venn diagram showing significantly differentially regulated miRNAs from the heatmap. ↓ down- ↑ up-regulated vs. unstimulated control.

Subsequently we performed real-time PCR analysis to validate the array data and could confirm significantly reduced expression levels of miR-147-3p and miR-298-5p after NOD1 stimulation and miR-147-3p and miR-200a-3p after NOD2 stimulation in pulmonary endothelial cells (Fig 3A). As a control, we isolated pulmonary endothelial cells from *Nod1*^−/−^, *Nod2*^−/−^ double knockout (*Nod1/Nod2*-KO) mice which consequently did not show differential levels of the identified miRNAs after NOD-dependent stimulation (Fig 3B). In addition, we investigated the miRNA levels after 24 hours of NOD stimulation. Compared to 6 hours, miRNAs were found to be reversely or not regulated (Fig 3C). All candidates identified as down-regulated were significantly enhanced after 24 hours, pointing towards an endogenous negative feedback loop to prevent exuberant and long-lasting translation of their target mRNAs.

**Fig 3:**
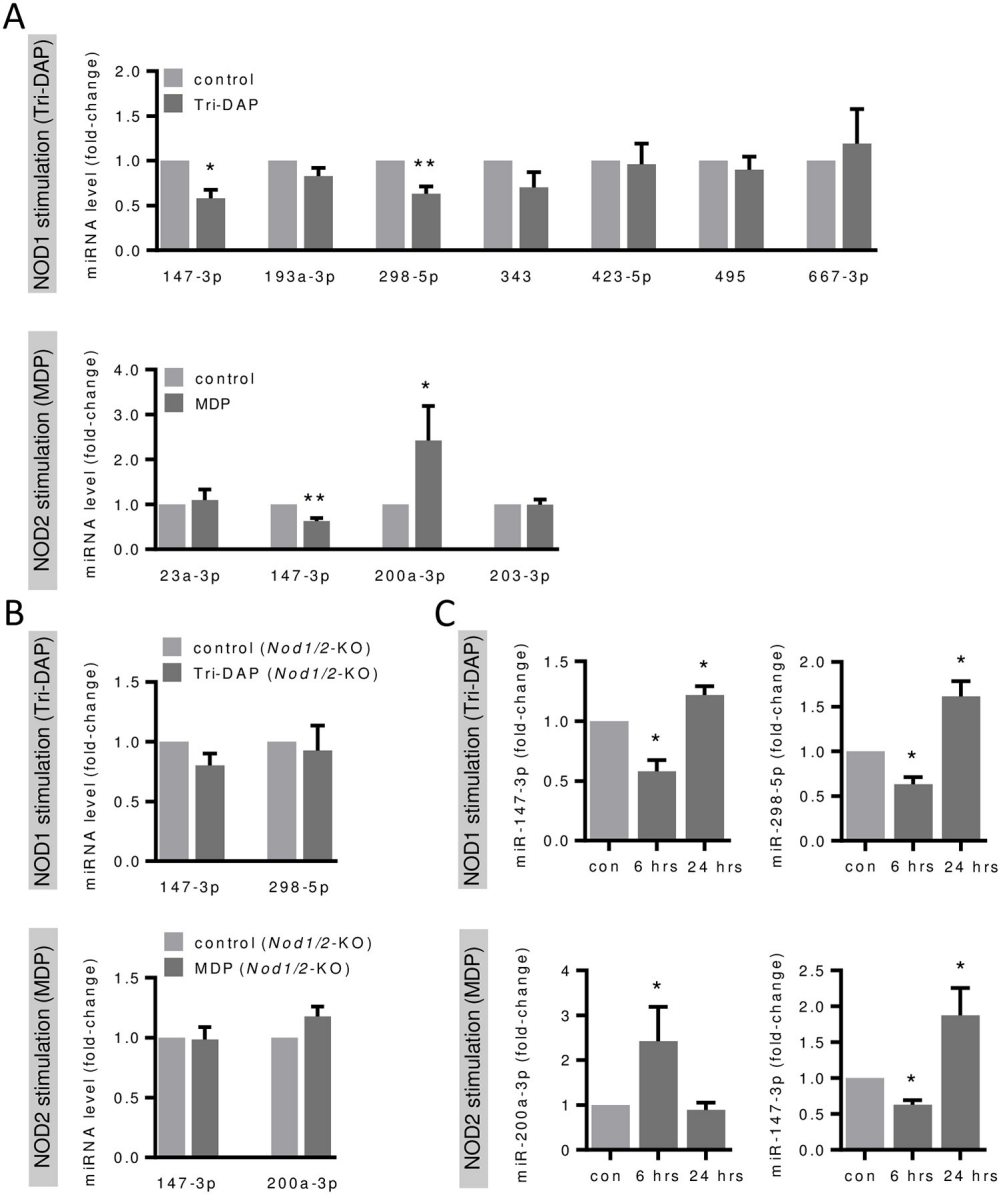
Validation of NOD1- and NOD2-dependently regulated miRNAs in murine pulmonary endothelial cells. Expression levels of the indicated miRNAs in cells from (**A**) wild type mice and from (**B**) *Nod1/Nod2*-KO mice were analyzed 6 hours and from (**C**) wild type mice were analyzed 6 and 24 hours following Tri-DAP or MDP stimulation (each 10 μg/mL) by real-time PCR. *P<0.05, **P<0.01 vs. unstimulated control, n = 3–5.

### MiR-147-3p and miR-298-5p control NOD1- and NOD2-dependent induction of pro-inflammatory genes in murine pulmonary endothelial cells

Hereafter, we focused on the down-regulated miRNAs miR-147-3p and miR-298-5p, assuming that these candidates are potentially involved in the up-regulation of pro-inflammatory genes in pulmonary endothelial cells following NOD stimulation. TNF-α and IL-6 have been already identified as a target for miR-147 after Toll-like receptor (TLR) stimulation in macrophages [22] and target site analysis predicted binding sites for miR-147-3p and for miR-298-5p (not for 200a-3p) in both 3' UTRs (S2A Fig). Since both candidate miRNAs are rather weakly expressed (CT = ~33) we used an overexpression strategy to explore their potential impact on *Il-6* and *Tnf-α* expression. 

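On the TLDAs, miR-147-3p had a mean Ct of 33.3 ± 1.15 (SD, n = 8) over the arrays on which it was measured, from 31.1 to 34.7. Its Ct was 32.3 ± 1.19 (SD, n = 3) in control cells, 34.1 ± 0.60 (SD, n = 3) after Tri-DAP and 33.7 ± 0.36 (SD, n = 2) after MDP. With its 4 undetermined wells set to 40, the mean over all 12 arrays was 35.5. MiR-298-5p was measured on all 12 arrays, with a mean Ct of 31.4 ± 1.13 (SD) and a range from 29.9 to 33.8. Per group it was 31.1 ± 1.81 (SD, n = 4) in control cells, 31.8 ± 0.57 (SD, n = 4) after Tri-DAP and 31.3 ± 0.91 (SD, n = 4) after MDP. Of the 320 miRNAs measured on at least 1 array, 74.1% had an earlier mean Ct than miR-147-3p and 54.1% an earlier mean Ct than miR-298-5p, and the median of the mean Ct was 31.0. Assays differ in efficiency, so that a Ct ranks different miRNAs only roughly. For miR-200a-3p, the mean Ct was 30.5 ± 1.65 (SD) over the 10 arrays that measured it, with 31.5 ± 2.86 (SD, n = 3) in control cells.

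**Figure D2:**
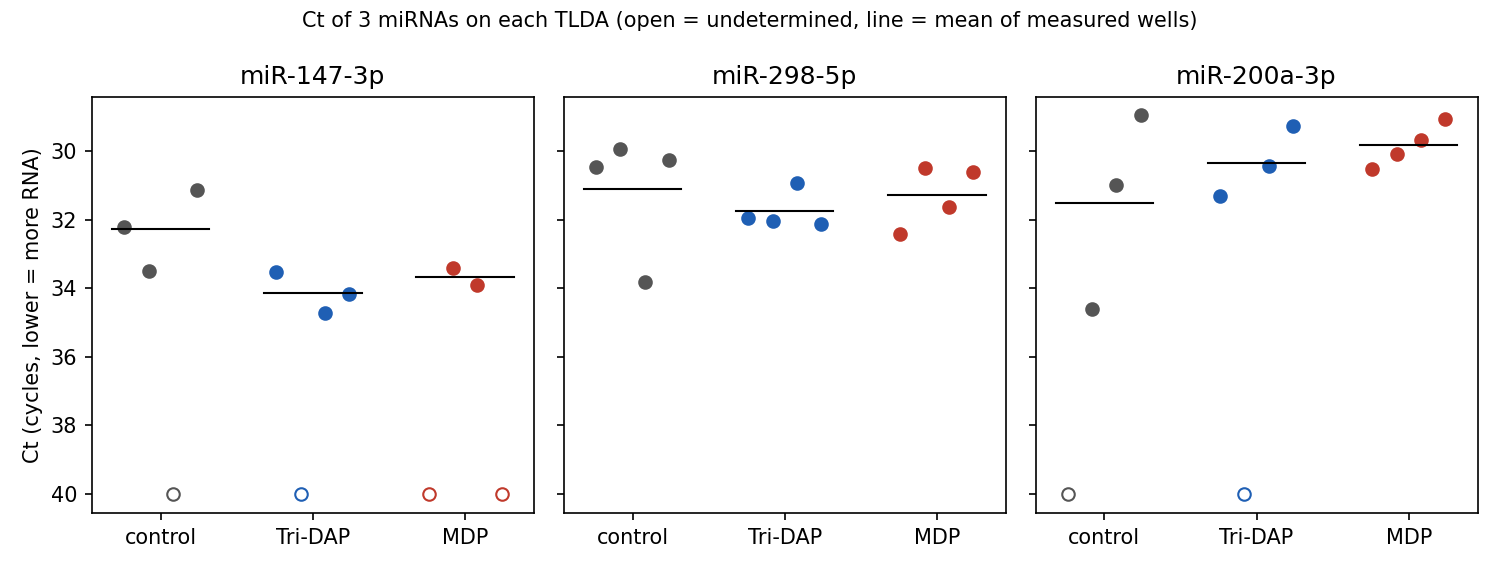
Ct in cycles (vertical axis, turned so that more RNA is higher) of miR-147-3p, miR-298-5p and miR-200a-3p on each array, by group (horizontal axis); filled points are measured wells, open points at 40 are undetermined wells and lines are the means of the measured wells. The control wells of miR-298-5p lie between 29.9 and 33.8, and those of miR-200a-3p that were measured between 28.9 and 34.6.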

To endogenously increase the levels of these miRNA candidates, we transfected pulmonary endothelial cells with miRNA mimics, which led to a large enrichment of miR-147-3p and miR-298-5p in comparison to scrambled control transfection (S2B Fig). Transfection of pulmonary endothelial cells with miR-147-3p and miR-298-5p mimics decreased *Tnf-α* mRNA and secreted TNF-α protein levels (Fig 4A and 4B). However, only miR-298-5p mimics were able to decrease *Il-6* mRNA and IL-6 protein levels (Fig 4A and 4B) indicating that miR-147-3p may not be involved in *Il-6* regulation in pulmonary endothelial cells.

**Fig 4:**
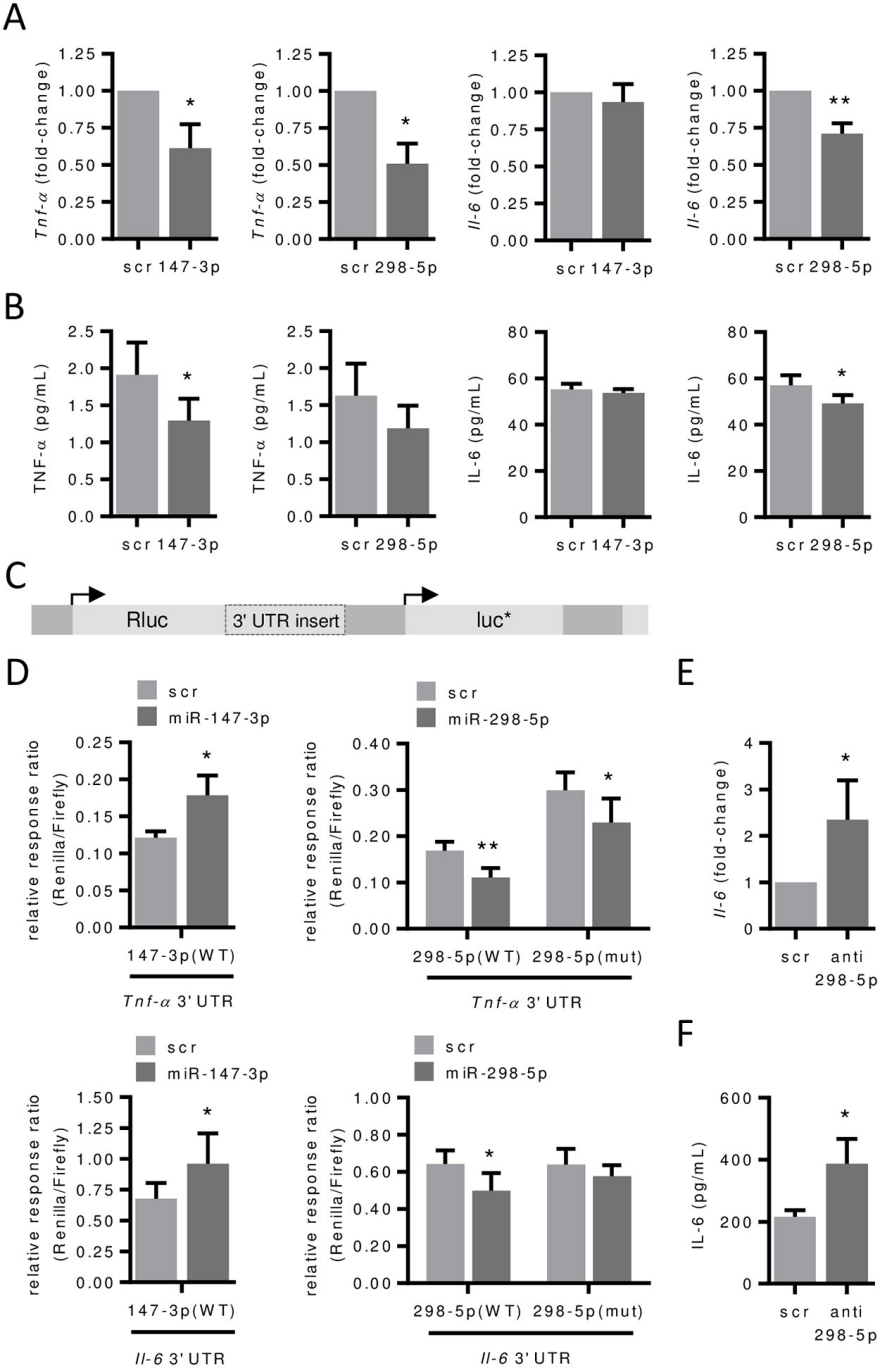
miR-147-3p and miR-298-5p control NOD1- and NOD2-dependent induction of *Tnf-α* and *Il-6* in murine pulmonary endothelial cells. (**A**) *Tnf-α* and *Il-6* mRNA levels and (**B**) TNF-α and IL-6 protein levels in the supernatant were analyzed 24 hours after transfection of scramble (scr) control, mimics for miR-147-3p or miR-298-5p (25 pmol each) by real-time PCR or ELISA, respectively. *P<0.05, **P<0.01 vs. scr, n = 4–5. (**C**) Essential elements in the luciferase reporter vector psiCHECK™-2 carrying an insert of the untranslated region (3' UTR) of *Tnf-α* or *Il-6* mRNA sequence downstream of the reporter gene. Rluc = Renilla luciferase, luc* = Firefly luciferase. (**D**) Reporter plasmids with 3' UTR of (wild type = WT), *Tnf-α* or *Il-6* mRNA or its mutated version (= mut, each 200 ng) were cotransfected with scramble (scr) control, mimics for miR-147-3p or miR-298-5p (each 30 pmol) into HEK-293T cells. Renilla luciferase activity was measured after 72 hours and normalized to Firefly luciferase activity. Relative response ratios of Renilla versus Firefly luciferase normalized to empty vector and mimic control are shown *P<0.05, **P<0.01 vs. scr, n = 3–6. (E) *Il-6* mRNA levels and (F) IL-6 protein levels in the supernatant were analyzed 24 hours after transfection of scramble (scr) control or anti-miR-298-5p (25 pmol each) by real-time PCR or ELISA, respectively. *P<0.05, **P<0.01 vs. scr, n = 4–5.

To investigate a potential physical interaction of miR-147-3p and miR-298-5p with their target binding sites in HEK-293T cells, we constructed luciferase reporter vectors carrying the 3' UTR of the murine *Tnf-α* and *Il-6* mRNA (Fig 4C). Contrary to mRNA levels in pulmonary endothelial cells (Fig 4A and 4B), transfection of miR-147-3p increased luciferase activity of *Tnf-α* and *Il-6 3*' UTR constructs in HEK-293T cells (Fig 4D). If miR-147-3p is involved in *Tnf-α* and *Il-6* regulation in this context could finally not be elucidated in our study.

In accordance with native mRNA regulation in pulmonary endothelial cells (Fig 4A and 4B), transfection of miR-298-5p decreased luciferase activity of *Tnf-α* and *Il-6* 3' UTR constructs (Fig 4D). Mutation of the miR-298-5p binding site (seed-sequence deletion) restored luciferase activity of *Il-6* but not of *Tnf-α* 3' UTR constructs (Fig 4D) demonstrating that down-regulation of *Il-6* mRNA by miR-298-5p required a direct interaction of the miRNA with the corresponding target binding site in the 3' UTR. To further confirm our results, we additionally used a down-regulation strategy of endogenous miR-298-5p by anti-miRNA. Transfection of pulmonary endothelial cells with anti-miR-298-5p consequently reduced miR-298-5p levels (S2C Fig) and up-regulated *Il-6* mRNA and IL-6 protein levels (Fig 4E and 4F).

### TLR- and NOD-dependent levels of miR-147-3p, miR-200a-5p and miR-298-5p in endothelial cells of different origin

To explore if the miRNA regulation (for all validated candidates, Fig 3A) occurred after stimulation with other PRR agonists as well, we used different TLR agonists to stimulate pulmonary endothelial cells. As expected, TLR2/6, TLR3 and TLR4 stimulation increased *Tnf-α* and *Il-6* mRNA levels, mostly exceeding the effect of NOD stimulation (S3 Fig). However, miRNA regulation after TLR stimulation was clearly different from NOD stimulation, as the levels of all miRNA candidates were found to be enhanced (Fig 5A). Finally, we were interested if the identified miRNA regulation in pulmonary endothelial cells could be also seen in endothelial cells of different origin. In murine cardiac endothelial cells, solely miR-298-5p was found to be down-regulated following NOD1 stimulation, whereas miR-147-3p and 200a-3p levels were not significantly modulated by NOD signaling (Fig 5B). In addition, and contrary to murine pulmonary endothelial cells, we found decreased miR-200a-3p levels following NOD2 stimulation in human umbilical vein endothelial cells (Fig 5C). MiR-147-3p (mmu-miR-147 corresponds to hsa-miR-147b) levels were below the detection limit in these cells and miR-298-5p does not exist in human. These data clearly demonstrate distinct differences in the regulation of the identified miRNAs in murine pulmonary endothelial cells in response to NOD vs. TLR stimulation and in the NOD-dependent regulation in endothelial cells of different origin. However, down-regulation of miR-298-5p by NOD1-stimulation is consistent in murine pulmonary and cardiac endothelial cells.

**Fig 5:**
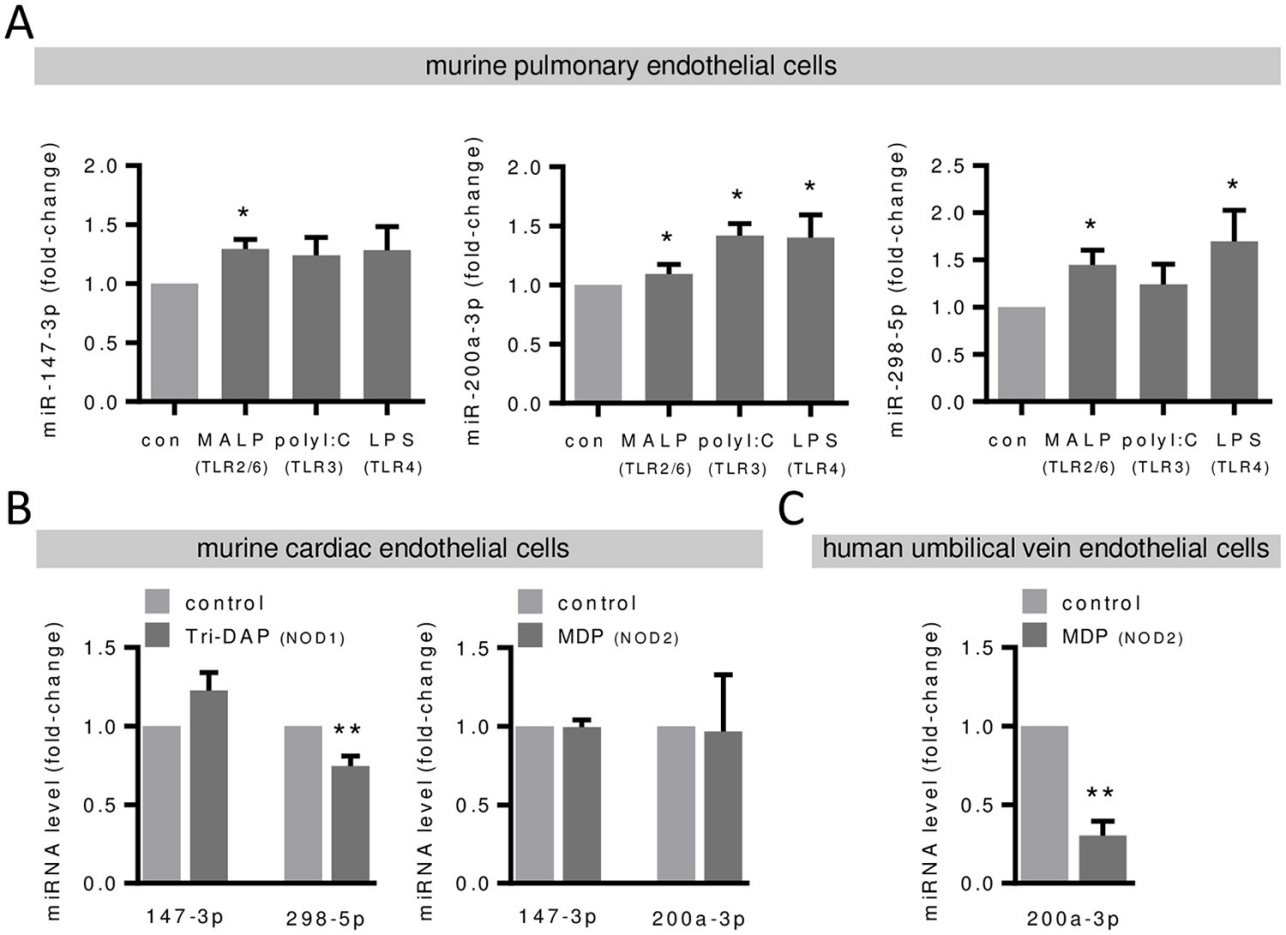
TLR- and NOD-dependent levels of miR-147-3p, miR-200a-3p and miR-298-5p in different endothelial cells. MiRNA levels of miR-147-3p, miR-200a-3p and miR-298-5p were analyzed 6 hours after MALP-2 (1 μg/mL), polyI:C (1 μg/mL) or LPS (0.1 μg/mL) stimulation in (**A**) murine pulmonary endothelial cells and after Tri-DAP or MDP stimulation (each 10 μg/mL) in (**B**) murine coronary endothelial cells and in (**C**) human umbilical vein endothelial cells by real-time PCR. *P<0.05, **P<0.01 vs. unstimulated control, n = 4–6.

## Discussion

The function of the endothelium is crucial for vascular homeostasis as well as for the immune response [5,23]. In general, it regulates nutrient and metabolic exchange and the transition of immune cells into the vessel wall and the subjacent tissue. A dysfunctional endothelium does not only occur in bacterial sepsis [24] or *Chlamydia pneumoniae* infection [25] but also critically contributes to the initiation of atherosclerotic vascular disease [25,26]. We have chosen pulmonary endothelial cells for the analysis of NOD-dependently regulated miRNAs, which are in close proximity to infiltrating pathogens from the pulmonary alveolar epithelium and therefore considered as a good model for bacterial infection [5].

Like TLRs [27], NOD1 and NOD2 belong to the PRRs of the immune system for the recognition of a wide variety of bacterial and viral antigens in order to organize the immune defense via inflammatory cytokines. After receptor ligation, the downstream signalling pathways of NOD1 and NOD2 are highly similar involving a CARD-CARD interaction with the receptor-interacting protein 2 (RIP2) and the transforming growth factor beta-activated kinase 1 (TAK1) and finally leading via activation of NF-κB and MAPK to the induction of inflammatory cytokines such as TNF-α, IL-6, IL-8 and interferon-β (IFN-β) [2]. Transcription factor-dependent induction of cytokine expression following NOD stimulation in various cell types have been well studied, whereas less is known about the role of miRNAs in NOD-dependent induction of cytokine expression. In addition, several miRNAs targeting NOD expression itself in different cell types–including endothelial cells–have been described [11–15]. In regard to cytokine expression, NOD2 signaling up-regulated miR-29 in human dendritic cells and thereby down-regulated IL-23 by targeting IL-12p40 directly and IL-23p19 indirectly [28]. Also in human dendritic cells, NOD2 and IL-12/IL-23p40 were identified as targets of miR-10a [13]. A NOD-dependent induction of pro-inflammatory genes such as IL-1β, IL-6, IL-8 and type I interferons in endothelial cells has been already established [16–18]. However, miRNAs involved in this process have not been identified so far.

Our screening experiments revealed mainly down-regulated miRNAs following NOD stimulation in pulmonary endothelial cells, presumably, because miRNAs are mainly known as negative regulators of gene expression and reduced miRNA levels normally entail increased mRNA levels. 

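Over all miRNAs tested, and not only those listed in Fig 2, 178 of 237 had a mean below the control after Tri-DAP and 132 of 244 after MDP. The median log2 fold change relative to U6 was -0.24 after Tri-DAP and -0.02 after MDP. After Tri-DAP it was -0.18 relative to the mean of U6 and snoRNA202, with 71.7% of the miRNAs below the control, and -0.10 with no normalization, with 63.7% below. The size and direction depended on single arrays, since relative to U6 the median after Tri-DAP was 0.04 without Tri-DAP array 14 and -0.66 without Tri-DAP array 8. After MDP it was 0.23 without MDP array 12, with 28.9% of the miRNAs below the control, and -0.21 without MDP array 6, with 66.5% below. The mean Ct of the 174 miRNAs measured on all arrays before normalization was 28.7 ± 0.33 (SD, n = 4) on the control arrays, 28.8 ± 0.66 (SD, n = 4) after Tri-DAP and 28.7 ± 0.43 (SD, n = 4) after MDP. From the mainly lower miRNA levels of its screen, the paper proposes, with a presumably, that the direction reflects the role of miRNAs as mainly negative regulators, whose reduction normally goes with more mRNA.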

A scenario, that is expected for pro-inflammatory genes during bacterial infection. Accordingly, we observed increased *Tnf-α* and *Il-6* mRNA levels in pulmonary endothelial cells 6 hours after stimulation with NOD ligands. However, the induction was transient and mRNA levels went back to baseline levels after 24 hours. Consequently, miR-147-3p and miR-298-5p –which we identified as potential regulators of NOD-dependent *Tnf-α* and *Il-6* mRNA levels in pulmonary endothelial cells–showed a contrary kinetic. Both miRNAs were down-regulated after 6 hours of NOD stimulation and increased back to baseline levels after 24 hours possibly in order to transiently increase and thereafter limit again the expression levels of *Tnf-α* and *Il-6* mRNA. This process follows a certain logic, since inflammatory responses in general should ideally take place in a temporally limited extend. First, a short-term initial inflammatory response represents a sufficient trigger for the subsequent immune response and second, persisting inflammation may cause severe problems. Especially pathogens in the bloodstream that induce a wave of systemic inflammation could lead to detrimental and possibly fatal sepsis [24,29]. The endothelium has a particularly important role in sensing pathogens and to initiate the immune response but also in keeping exuberant inflammation in check to avoid harm [5]. Moreover, a chronically inflamed and dysfunctional endothelium is a well-known risk factor for the development of atherosclerotic vascular disease [25,26]. In this regard, miR-147 and miR-298 have been already linked to inflammatory gene expression before. MiR-147 has been described as a regulator of TLR-dependent *Tnf-α* and *Il-6* expression in macrophages [22], of aortic inflammation and macrophage activation [30] and of M1 macrophage polarization [31] and miR-298 as a regulator of TNF-α in pancreatic cells [32].

Using luciferase reporter assays with full length 3' UTR reporter constructs of the murine *Il-6* mRNA, we could demonstrate a novel direct interaction of miR-298-5p with the 3' UTR in order to regulate *Il-6* mRNA expression levels. This interaction is lost, if the seed sequence of the identified binding site was deleted. Such a direct interaction was not seen for miR-298-5p within the 3' UTR of the *Tnf-α* mRNA, despite seed sequence deletion of all three predicted binding sites within the 3' UTR. In this regard, our data did not confirm a study from Mor et al. [33], showing a direct interaction of miR-298 with the 3' UTR (large parts but not full-length) of the murine *Tnf-α* mRNA. Site-directed mutagenesis of one single binding site in this study completely prevented binding of miR-298 to the *Tnf-α* 3' UTR. This discrepancy could be explained by detailed differences in plasmid generation and binding site manipulation. In our study, only a direct interaction of miR-298-5p with the Il-6 3’UTR has been certainly shown by luciferase reporter assays. However, for the other cases, an indirect regulation by yet unidentified intermediate factors is conceivable. Contrary to miR-298-5p, we could not confirm the regulation of *Tnf-α* and *Il-6* via a direct binding by miR-147-3p in luciferase reporter assays. Thus, we could not finally elucidate the role of miR-147-3p in this context.

We are aware that our study has several limitations. First, compared to direct miRNA sequencing the use of TaqMan low-density arrays for selected miRNAs inherently limited the identification of NOD-dependently regulated miRNAs to the candidates present on the array. Next, we were not able to confirm all identified NOD-regulated miRNAs from the array by real-time PCR, a well-known problem in the field. In addition, isolation of primary cells always bears the risk of cross contamination with other cells types, which we try to avoid by performing routinely tests on endothelial markers for cell purity. Moreover, although HEK-293T cells are widely used for luciferase reporter assays, they represent an artificial model, which may explain different regulation of target mRNA levels by candidate miRNAs compared to primary murine pulmonary endothelial cells. Due to inconsistent transfection results, primary cells and different endothelial cell lines were found to be not suitable for investigation of miRNA/target interaction with luciferase reporter assays. We do not want to claim that the observed effects generally apply for all types of endothelial cells. Induced *Tnf-α* and *Il-6* mRNA levels were found to be a general process, independent of endothelial cell origin and PRR agonists (NOD or TLR agonists), whereas we found distinct differences in miR-147-3p, miR-200a-3p and miR-298-5p regulation in different endothelial cell types and with different PRR agonists.

To summarize, following NOD1 and NOD2 stimulation we reported expectedly increased *Tnf-α* and *Il-6* mRNA and protein levels in pulmonary endothelial cells and subsequently identified and confirmed NOD1-dependent regulation of miR-147-3p (↓) and 298-5p (↓) as well as NOD2-dependent regulation of miR-147-3p (↓) and miR-200a-3p (↑) levels. Focusing on the NOD-dependently down-regulated miR-147-3p and miR-298-5p, we explored their function as negative regulators of *Tnf-α* and *Il-6* mRNA levels. We documented that the inhibitory effect of miR-298-5p on *Il-6* mRNA levels is mediated by a direct interaction with the 3' UTR. In conclusion, the present study contributes to promote a better understanding of the NOD-dependent regulation of inflammatory gene expression in pulmonary endothelial cells. NOD-signaling has already been suggested as a novel attractive target in the protection against infections [2] and therefore further studies are needed to investigate how such an approach could be applied in human infectious disease.

## Supporting information

S1 Fig Characterization of murine pulmonary endothelial cells and *Nod1* and *Nod2* expression in different endothelial cells. (**A**) Immunofluorescent staining of murine pulmonary endothelial cells with isolectin B4 and DAPI. A representative picture is shown. Scale bar = 50 μm. (**B**) Cell surface expression of CD31 on murine pulmonary endothelial cells analyzed by flow cytometry. Filled graphs represent CD31 expression, open graphs represent unstained controls. A representative experiment is shown. *Nod1* and *Nod2* mRNA expression was analyzed by real-time PCR in (**C**) murine pulmonary endothelial cells, in (**D**) murine cardiac endothelial cells and NOD1 and NOD2 mRNA in (**E**) human umbilical vein endothelial cells and loaded onto agarose gels. *β-Actin*/β-ACTIN is shown as loading control. Representative pictures are shown. NTC = no template control.
(PDF) Click here for additional data file.

S2 Fig (**A**) Predicted binding sites for miR-147-3p and miR-298-5p in the 3' untranslated region (UTR) of the *Tnf-α* and *Il-6* mRNA sequence. Seed sequences for miR-298-5p, which were deleted for luciferase reporter assays, are underlined and in bold. (**B**) miR-147-3p and miR-298-5p levels 24 hours after transfection of pulmonary endothelial cells with mimics for miR-147-3p or miR-298-5p and scrambled (scr) control (25 pmol each) was analyzed by real-time PCR. **p<0.01 vs. scr, n = 3–4. (**C**) miR-298-5p levels 24 hours after transfection of pulmonary endothelial cells with anti-miR-298-5p and scrambled (scr) control (25 pmol each) was analyzed by real-time PCR, n = 3.
(PDF) Click here for additional data file.

S3 Fig Induction of *Tnf-α* and *Il-6* in response to TLR stimulation in murine pulmonary endothelial cells. Cells were stimulated with the TLR2/6 agonist MALP-2 (1 μg/mL), with the TLR3 agonist polyI:C (1 μg/mL) or with the TLR4 agonist LPS (0.1 μg/mL) and *Tnf-α* and *Il-6* mRNA expression was analyzed after 6 hours by real-time PCR. **P<0.01 vs. unstimulated control (con), n = 5–6.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

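Murine pulmonary endothelial cells were measured on 12 TaqMan low-density arrays, 4 for each of the control, Tri-DAP and MDP groups, the samples being taken from the labels, in which each array carries a number of its own. The labels and the paper do not say which arrays come from the same cell isolation, and no pairing was used. According to the methods, the authors reverse-transcribed 350 ng of total RNA per sample with a rodent primer pool, ran each array for 40 cycles and set the threshold automatically.

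The authors deposited 3 kinds of values. The Ct values are in cycles and not normalized, with 40 where no threshold was reached. The normalized values of the authors are Ct minus the mean Ct of the 4 U6 wells of the same array, which was checked here on all 384 wells and held to within 5.33e-15 cycles. The deposited fold change is a ratio of stimulated over control, 2 to the power of the difference of group means with wells at 40 included, which was checked and held to within 4.99e-08 on the log2 scale. 12 unnamed columns of the Ct table, which hold 1 number each, were not used. HTqPCR, which the paper names beside limma, was not used here.

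The computation started from the deposited normalized values with the sign turned. The array holds 335 mouse and 40 rat miRNA assays. Wells at 40 were set missing, and a miRNA was tested in a comparison with at least 2 measured values in each of its groups. Every well below 40 counted as measured, however early its Ct. All 12 arrays entered one fit with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with a mean for each group and no block, and Tri-DAP against control, MDP against control and MDP against Tri-DAP were taken from it. Calls were made at an unadjusted p under 0.05 from limma, with Benjamini-Hochberg adjustment beside it. The paper marks P under 0.05 and does not state whether it was adjusted. Single miRNAs were also tested by a two-sided exact permutation test over the measured values, of which the smallest possible p is 0.029 for 4 arrays against 4. Shares regulated were counted at 2-fold, since the paper's text does not name the limit, with Wilson intervals at 95%. The correlation and overlap between both stimulations were set beside 100 simulations in which whole arrays of residuals were permuted over the groups.

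The fit was tested on simulated data with the real means, spreads and missing wells, in which 50 miRNAs were changed by 2 on the log2 scale. For Tri-DAP against control, with 237 miRNAs tested, 61.5% of the changed miRNAs passed the unadjusted threshold and 17.2% the adjusted one, and 5.08% of the unchanged miRNAs were called. For MDP against control, with 244 tested, these were 60.8%, 21.5% and 4.59%. With errors shared by a whole array, the share of unchanged miRNAs called was 5.88% and 6.49%.

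The tests of the paper's results, the alternatives listed here and the rule for named miRNAs were fixed before the data were examined. Chosen later were some further settings, among them those with control 10 and Tri-DAP 8 both left out, the deposited fold changes over all assays, the called miRNAs outside Fig 2, and most tests of explanations. Named by the rule were every miRNA of Fig 2, whose values had been seen in the figure, the miRNAs that the introduction and discussion link to NOD and that the array carries, together with miR-147-3p and miR-298-5p, the reference RNAs, and in each comparison up to 5 miRNAs with the smallest p among those measured on at least 3 arrays of both groups without overlap of the groups. Alternatives covered the treatment of undetermined wells, a Ct limit of 35, the reference, the number of measured values required, the groups in the fit, the test, the limits behind the shares, and leaving out each array in turn. The number of arrays limits the precision, and the number of measured miRNAs per array, 231 to 254, describes the depth. Lists of miRNAs of epithelial cells, of other epithelial miRNAs and of leukocytes were written by hand and tested for joint variation against 10000 random lists matched on mean Ct. The real-time PCR, ELISA, luciferase and knockout experiments were not analysed here. Gene neighbourhoods were taken from RefSeq on GRCm38.p6, and no coordinates are given.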

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

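All tests of explanations in this part were chosen only after the result was seen, except the comparison of the spread at early and late Ct and the count over other splits of the arrays.

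In 3 groups one array lay far from the other 3 of its group. The Ct of miR-298-5p was 33.8 on control array 10, against 29.9 to 30.5 on the other control arrays. On Tri-DAP array 11 it was 30.9, against 32.0 to 32.1 on the other Tri-DAP arrays. The Ct of miR-203-3p was 34.6 on control array 7, against 31.9 to 32.2. Of 25 groups examined, 3 were picked out in this way, where chance gives about 1.25 (1 in 20). Less RNA on the whole of control array 10 is argued against by the 174 miRNAs measured on all arrays, whose mean Ct was 28.7 there and between 28.2 and 29.0 on the other control arrays. An error of the single well and a difference in miR-298-5p between cell isolations stay open and were not tested. Without control array 10 the log2 fold change of miR-298-5p after Tri-DAP was -1.78, still not past the unadjusted threshold in the limma fit, and with it -0.76.

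In the direct comparison of both stimulations, 7 miRNAs passed an unadjusted p under 0.05 and all were higher after MDP than after Tri-DAP. Their log2 differences were 3.18 for miR-343, 4.66 for miR-674, 3.56 for miR-590-5p, 4.87 for miR-1, 4.85 for miR-547, 2.19 for miR-448 and 2.35 for miR-196b. The value of miR-1 is that of its mouse assay. The rat assay of miR-1 on the same arrays gave 1.16 (standard error 1.48) and was not called. None passed the adjusted threshold in limma (smallest adjusted p = 0.51 for miR-343), and the methods' t-test called 4 at the unadjusted threshold, of which miR-343 and miR-674 are among the 7, and 0 after adjustment. Of 35 splits of these 8 arrays into 4 and 4, 21 gave at least as many calls, so that chance cannot be excluded for the number. With the undetermined wells set to 40 in place of being left out, 1 of the 7 stayed past the unadjusted threshold. Wells at 40 also widen the spread, so that a lost call alone does not decide its cause. The difference of miR-1 hardly moved (4.89, standard error 2.96 against 1.68). Those of miR-674, miR-590-5p, miR-547, miR-448 and miR-196b fell, to between -0.42 and 2.44, and for these leaving out the wells is a candidate explanation. MiR-590-5p was among those that did not stay, with an unadjusted p of 0.55 from limma, and the difference of miR-674 changed sign with these wells at 40, to -0.42. With undetermined wells left out, the call of miR-590-5p was lost without MDP array 6 or 15 (log2 differences of 2.51 and 3.06), and that of miR-1 without MDP array 6 (3.58). The call of miR-448 was lost without any of 8 arrays (control 4, 10 and 13, MDP 6 and 15, Tri-DAP 5, 11 and 14; from 1.31 to 2.41) and that of miR-196b without any of 7 (control 4 and 13, MDP 6, 9 and 15, Tri-DAP 11 and 14; from 1.83 to 2.69). Both were also lost with the other references and with no normalization (from 1.48 to 1.90 and from 1.22 to 1.77), miR-448 with only the 2 groups in the fit and miR-196b with eBayes trend and robust. The number called was 3 without MDP array 6 or Tri-DAP array 5, 2 without MDP array 15 or Tri-DAP array 14, and 17 without Tri-DAP array 8.

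MiR-343 was the 1 that stayed, with an unadjusted p of 0.00074 from limma (adjusted p = 0.24 from limma, between 0.19 and 1.00 over its alternatives), which argues against the left-out wells as the whole cause. Its Ct was between 31.5 and 34.2 on the 4 MDP arrays, 35.2 and 35.5 on 2 Tri-DAP arrays, and undetermined on the other 2. The difference stayed past the unadjusted threshold in each of the 10 fits without one array in which it could be tested (log2 differences between 3.05 and 3.51), and could not be tested without Tri-DAP array 5 or 14. The measured wells of both groups were separate (two-sided exact permutation test, p = 0.067, the smallest p that 2 arrays against 4 allow). The wells lie late, and few template copies may add to their spread: miRNAs with a mean Ct of 32 or later had a replicate SD 1.59 times that of miRNAs with a mean Ct under 28. Chance and this spread stay open, as does an effect of the ligands. The assay is a rat assay, and what it reads in mouse RNA was not tested.

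3 miRNAs outside Fig 2 were called after MDP, with log2 fold changes of 5.23 for miR-455, -2.60 for miR-741 and 2.94 for miR-590-5p. None passed the adjusted threshold in limma (adjusted p = 1.00 each). Their wells were measured on 2, 3 and 3 of the MDP arrays. With undetermined wells set to 40, the smallest unadjusted p of the 3 from limma was 0.56, and the log2 fold changes were 1.62, 0.16 and 0.64. Leaving these wells out may thus account for the calls, although wells at 40 also widen the spread. The methods' t-test called none of the 3. The call of miR-455 was lost without control array 4, which had a Ct of 38.6, and with a Ct limit of 35 (3.76 each), and with the other references or no normalization (from 5.43 to 5.53), and it could not be tested without MDP array 12 or 15. That of miR-741 was lost without MDP array 12 (-2.13) or 15 (-2.49) and with eBayes trend and robust, and could not be tested without control array 4 or 7 or with a Ct limit of 35. That of miR-590-5p was lost without any of control arrays 7, 10 and 13 or MDP arrays 6 and 15 (from 1.89 to 2.88). An effect of MDP stays open and was not tested further.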

How the results depend on the processing

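The replicate block and the settings with control 10 and Tri-DAP 8 both left out were chosen after seeing the data, as were the deposited fold changes over all assays. The cause of the changes below was not tested, except where fewer wells or arrays enter by construction. Setting undetermined wells to 40 and keeping them at the deposited value gave identical values, as did U6 normalization computed from the Ct and the deposited one. With wells at 40, the 55 miRNAs undetermined on all arrays were left out and 320 were tested, a choice made after the values were seen.

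After adjustment, 0 miRNAs were called by limma in the comparisons against control under any alternative. The number called after Tri-DAP at the unadjusted threshold was 4. It was 7 with undetermined wells at 40 (2 higher and 5 lower), 7 with no normalization (2 higher and 5 lower), 1 with measurement required on all 12 arrays, and 19 and 23 (limma and Student test) with control 10 and Tri-DAP 8 both left out. Leaving out one array gave between 1 (Tri-DAP 5) and 12 (Tri-DAP 8), with 7 without control 7. After MDP it was 3, and 1 with undetermined wells at 40, with a Ct limit of 35, with at least 3 measured values and with the methods' t-test, 0 with measurement on all arrays, 5 with the mean of the miRNAs measured on all arrays, with only the 2 groups in the fit and with control 10 and Tri-DAP 8 both left out (limma), and between 1 (control 4 or MDP 15) and 6 (Tri-DAP 8) without one array, with 5 without control 13. The number shared was 0, and 1 with the mean of the miRNAs measured on all arrays, with no normalization and with control 10 and Tri-DAP 8 both left out, and 0 to 1 without one array. MDP against Tri-DAP gave 7, and 4 with a Ct limit of 35 or the methods' t-test, 3 with at least 3 measured values, 0 with measurement on all arrays, 16 and 14 with control 10 and Tri-DAP 8 both left out, and 2 (MDP 15) to 17 (Tri-DAP 8) without one array.

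The fall of miR-147-3p after Tri-DAP kept its direction throughout and lost its call with undetermined wells at 40 (-1.51) and without control 13 (-2.39) or Tri-DAP 11 (-2.36). Without one array it ran from -3.53 to -2.36. Its fall after MDP kept its direction and was not called under any alternative. MiR-298-5p kept its direction and was called, at -2.38, only with control 10 and Tri-DAP 8 both left out. MiR-200a-3p after MDP stayed higher, between 0.44 and 2.97 without one array, and was called only without control 13. MiR-147-3p and miR-200a-3p could not be tested with measurement required on all arrays, nor miR-147-3p after MDP with 3 measured values.

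Among the other named miRNAs, some signs changed with undetermined wells at 40. Among them were miR-449b after MDP (0.92), miR-741 after MDP (0.16) and miR-674 in MDP minus Tri-DAP (-0.42). The sign of miR-467d after MDP changed too, from a log2 fold change of 1.19 to 0.631-fold in the authors' deposited table, which keeps these wells at 40. That of miR-23a-3p after MDP changed without control 10, alone or with Tri-DAP 8 (0.22). With undetermined wells at 40, miR-23a-3p was -6.49 and called, and without one array it ran from -1.31 to 0.22.

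The correlation between both stimulations, 0.34, was 0.516 with a Ct limit of 35, 0.522 with at least 3 measured values, 0.64 with measurement on all arrays, and 0.28 to 0.56 without one array.

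The shares beyond 2-fold moved with nearly every choice. After Tri-DAP, 3.38% were up, 16.5% down and 80.2% neither. With a limit of 1.5-fold these were 6.75%, 26.2% and 67.1%, with p as the limit 0%, 1.69% and 98.3%, and with undetermined wells at 40 14.1% up and 66.2% neither. The authors' deposited fold changes gave 7.17% up, and over all assays 12.0% up and 71.2% neither. All miRNAs as the denominator gave 10.4% down and 87.5% neither, the mean of the miRNAs measured on all arrays 11.0% down, at least 3 measured values 12.1% down and 85.1% neither, measurement on all arrays 5.75% down and 92.0% neither, and control 10 and Tri-DAP 8 both left out 36.2% down and 61.1% neither. Without one array they ran from 2.15% to 5.24%, 10.4% to 27.2% and 70.7% to 84.4%. After MDP, 10.2% were up, 6.15% down and 83.6% neither. With 1.5-fold these were 16.0%, 13.1% and 70.9%, with p 0.82%, 0.41% and 98.8%, and with undetermined wells at 40 18.4%, 11.2% and 70.3%. The authors' deposited fold changes over all assays gave 15.7% up and 74.7% neither, all miRNAs as the denominator 6.67% up and 89.3% neither, at least 3 measured values 87.8% neither, measurement on all arrays 3.45%, 2.30% and 94.2%, and control 10 and Tri-DAP 8 both left out 6.61% up. Without one array they ran from 6.61% to 14.6%, 5.44% to 12.2% and 78.5% to 85.1%.

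The mean Ct of miR-147-3p rose from 33.3 to 35.5 with undetermined wells at 40. The difference of U6 after Tri-DAP, -0.11 cycles, ran from -0.81 to 0.30 without one array, and that after MDP from -0.17 to 0.33.

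The labels give the groups no shared numbers. Arrays with consecutive label numbers were examined as sets: the correlation of their deviations from the group means ran from -0.12 (control 4 with Tri-DAP 5) to 0.83 (control 4 with MDP 6) and was over 0.1 in 9 of 12 pairs, among them all 4 of control with MDP. Its mean was 0.32, and of 576 ways to match the arrays of the 3 groups, 3 gave a mean at least as large, these sets included (1 of 24 for control with MDP, 1 of 24 for Tri-DAP with MDP and 3 of 24 for control with Tri-DAP). This comparison was chosen after the correlations were seen. Arrays with consecutive numbers may thus share an isolation, which not every pair shows. The paper speaks of 4 independent experiments, but neither it nor the labels state which arrays belong together, and the unpaired fit, the other splits of the arrays and the simulation take no account of it. With these sets as a replicate block, 8 miRNAs were called after Tri-DAP and 6 after MDP, among them miR-337-3p and miR-467d, which Fig 2A lists for MDP. A test of isolation differences as the reason for few calls had been set on this block and was withdrawn after its value, the 8, was seen, since the pairs are not established; its prediction had come out.

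A well at 40 only bounds the amount of RNA, and with 231 to 254 miRNAs measured per array, miRNAs near the limit rest on few wells.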

Differences from the paper's values

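The paper reports 7 miRNAs called after NOD1 stimulation, and the limma fit here called 4. Of the alternatives set before the data were examined, 7 were called with the undetermined wells at 40 (set here or kept at the deposited value) and with no normalization, 6 with the mean of U6 and snoRNA202 as reference and with only the 2 groups in the fit, and 5 with the mean of the miRNAs measured on all arrays, all of these within 1.5 times the paper's number. So were the numbers without control array 7, control array 13, or MDP array 6, 12 or 15, which lay between 5 and 7. The other alternatives did not come within 1.5 times: a Ct limit of 35, U6 normalization computed from the Ct, the methods' t-test and eBayes with trend and robust gave 4, at least 3 measured values gave 3, measurement on all 12 arrays gave 1, and leaving out the other arrays gave between 1 and 12.

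The numbers do not stand for the same miRNAs. Of the paper's 7, miR-147-3p and miR-343 were called here. MiR-423-5p was called with the mean of the miRNAs measured on all arrays, with U6 and snoRNA202, with no normalization and without Tri-DAP array 8, and miR-667-3p without Tri-DAP array 8. MiR-298-5p and miR-495 were called, beside miR-423-5p and miR-667-3p, only with control 10 and Tri-DAP 8 both left out, a setting chosen after seeing the values and Fig 2A, because leaving these arrays out brought miR-298-5p closer to the figure, so that its nearness to the paper is no independent evidence. It called 19 miRNAs by limma and 23 by a Student test, drops 1 of the paper's 7, miR-193a-3p, and 4 of the paper's 4 after MDP. MiR-193a-3p was called under no setting that was run. All 7 had a mean below the control, as in the paper.

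After NOD2 stimulation the number was 3 against the paper's 4, but 0 of the paper's 4 were among them, and 2 of the 3 were higher after MDP, where the paper has mainly lower ones. MiR-23a-3p was called with the undetermined wells at 40, and miR-200a-3p without control array 13. MiR-147-3p and miR-203-3p were called after MDP under no setting that was run. The direction of all 4 was that of the paper.

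The paper has 1 miRNA called in both comparisons, miR-147-3p, and the number here was 0. It was 1 with the mean of the miRNAs measured on all arrays and with no normalization, where the shared miRNA was miR-142-3p, and without Tri-DAP array 8, where it was miR-187. All other alternatives set before the data were examined gave 0.

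Of the shares of miRNAs up or down, the paper gives 10% as the lowest and here it was 3.38% (after Tri-DAP, up). It came within 1.5 times the paper's value with a limit of 1.5-fold (6.75%) and with undetermined wells at 40 (11.2%). With the limit of 1.5-fold, however, the highest share was 26.2% against the paper's 16%, beyond 1.5 times it. With undetermined wells at 40 the highest share was 19.7%, within 1.5 times. It did not with p as the limit, with all miRNAs as the denominator, with the authors' deposited fold changes over the miRNAs tested here (5.74%), with a Ct limit of 35, with any other reference or with more measured values required. The authors' deposited fold changes over all miRNA assays, a count chosen after seeing the values, gave 9.60%, and drops none of the paper's called miRNAs since it calls none.

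Fig 2A marks miR-298-5p as below threshold in one Tri-DAP experiment, whereas its wells were measured on all 4 Tri-DAP arrays, with Ct from 30.9 to 32.1.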

Other observations

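The test of the U6 wells in pairs, that of the other epithelial miRNAs and the counts over other splits of the arrays were set before their results were seen. The remaining tests were chosen after.

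Of 35 splits of the control and Tri-DAP arrays into 4 and 4, 27 gave at least as many calls as the 4 of the real groups, with a median of 7 and a range from 1 to 60. For control and MDP, 33 of 35 splits gave at least the 3 calls observed, with a median of 7 and a range from 1 to 26. Chance cannot be excluded for either number. Both numbers are below those that a threshold of 5% gives by chance over 237 and 244 miRNAs. Differences between cell isolations, which the unpaired fit and the splits leave in the spread, could lower them. With consecutive label numbers as sets, 8 and 6 were called, but these sets are not established and were chosen after seeing the data. Array-wide error from the U6 wells could also lower both numbers. With each array scaled to the mean of the miRNAs measured on all arrays, which removes array-wide shifts, 5 miRNAs were called after Tri-DAP. Since regroupings of the arrays moved such a count between 1 and 60, this leaves the explanation open. The prediction for this test was a rise to about 5% of the miRNAs tested, which did not come; it was read as undecided, and not as evidence against, only after its value was seen.

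The SD between arrays of the mean of the 174 miRNAs measured on all of them was 0.45 cycles before normalization and 0.58 after subtracting U6, so that U6 may vary for reasons other than the amount of RNA. Error of single U6 wells is one candidate source. When the first and second of the listed U6 wells were used alone, the median log2 fold change after Tri-DAP was -0.62 with 6 calls, and with the other wells it was 0.14 with 3 calls, a difference of 0.75 between medians. An effect of Tri-DAP on U6 itself was not separated from the spread between arrays.

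In the authors' deposited table, miR-200a-3p is 14.1-fold higher after MDP. Leaving out the wells at 40, which for this comparison is 1 control well, lowered the log2 fold change by 2.06, to 1.76, so that this well may account for most of the deposited size. Induction of the cluster of miR-200a, miR-200b and miR-429, which neighbour each other on GRCm38.p6, stays open. The median log2 fold change of the other members after MDP was -0.44, but with standard errors of 1.33 for miR-200b (-0.90) and 1.22 for miR-429 (0.02), these values do not exclude a rise. The prediction written for this test, a positive median, did not come out. It was read as undecided, and not as evidence against induction, only after its value was seen.

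Across the 12 arrays, scaled to the miRNAs measured on all of them, the miR-200 family members miR-200a-3p, miR-200b, miR-200c, miR-141 and miR-429 rose and fell together. Their mean pairwise Spearman correlation was 0.70 (0.67 relative to U6), against a median of 0.00 in 10000 random lists of equal size matched on mean Ct, at percentile 100. MiR-200b ranged from Ct 25.6 to 33.1. The deviation of the family mean from its average over arrays (log2) was -3.36 on control array 7 and 1.65 on MDP array 15, and its differences did not follow the groups. RNA of epithelial cells in some isolations is a candidate explanation, as is a change of the family within endothelial cells, which was not tested. Among other miRNAs of epithelial cells, 5 of the 6 listed were measured on at least 6 arrays (miR-203-3p, miR-375, miR-34c, miR-34b-3p and miR-449a). They did not follow the family more than random lists (mean correlation -0.08, percentile 49.7), so that the prediction written for this test did not come out. By that prediction epithelial RNA carrying these miRNAs as a set is argued against. The correlations with the family mean were -0.43 for miR-34b-3p, -0.20 for miR-34c and -0.43 for miR-375. Those of miR-203-3p and miR-449a went the other way, at 0.31 and 0.35. Of these, miR-203-3p and miR-375 have late Ct (33.1 and 34.8 on average), whereas miR-34b-3p is early (27.5), and epithelial cell types that lack them are left open. Of the 3 leukocyte miRNAs listed, miR-142-3p and miR-223 were measured on at least 6 arrays, with mean Ct of 34.3 and 31.3, and they did not vary together (correlation -0.20, percentile 24.3). A pair is too few to exclude leukocyte RNA. MiR-200a-3p and miR-203-3p are among the miRNAs the study picked from these arrays.

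The miRNAs that the paper links to NOD from other work (miR-146a, miR-495, miR-10a, miR-320, miR-125a-5p, miR-29a, miR-29b and miR-29c) were tested as a list with miR-298-5p and miR-147-3p, which the study itself put forward, 10 assays in all. Over this list, 1 was called after Tri-DAP, miR-147-3p, which the study picked from these arrays, and 0 after MDP, and 0 in either comparison when adjusted over the list alone, as over all miRNAs tested. MiR-146a changed by -0.22 after Tri-DAP and -0.07 after MDP (standard error 0.60 each), and miR-10a by -0.27 and -0.09 (standard error 0.54 each).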
